# Ceramide releases exosomes with a specific miRNA signature for cell differentiation

**DOI:** 10.1038/s41598-023-38011-1

**Published:** 2023-07-07

**Authors:** Federico Fiorani, Rossana Domenis, Emiliano Dalla, Samuela Cataldi, Carmela Conte, Martina Mandarano, Angelo Sidoni, Adriana Cifù, Tommaso Beccari, Alessandra Mirarchi, Cataldo Arcuri, Francesco Curcio, Elisabetta Albi

**Keywords:** Cell biology, Developmental biology, Neuroscience

## Abstract

Exosomes are well established effectors of cell–cell communication. Their role on maturation of embryonic cells located in hippocampus, seat of memory, is unknown. Here we show that ceramide facilitates release of exosomes from HN9.10e cells extending information for cell differentiation to neighboring cells. We found only 38 miRNAs differentially expressed in exosomes derived from ceramide-treated cells in comparison with control cells (including 10 up-regulated and 28 down-regulated). Some overexpressed miRNAs (mmu-let-7f-1-3p, mmu-let-7a-1-3p, mmu-let-7b-3p, mmu-let-7b-5p, mmu-miR-330-3p) regulate genes encoding for protein involved in biological, homeostatic, biosynthetic and small molecule metabolic processes, embryo development and cell differentiation, all phenomena relevant for HN9.10e cell differentiation. Notably, the overexpressed mmu-let-7b-5p miRNA appears to be important for our study based on its ability to regulate thirty-five gene targets involved in many processes including sphingolipid metabolism, sphingolipid-related stimulation of cellular functions and neuronal development. Furthermore, we showed that by incubating embryonic cells with exosomes released under ceramide treatment, some cells acquired an astrocytic phenotype and others a neuronal phenotype. We anticipate our study to be a start point for innovative therapeutic strategies to regulate the release of exosomes useful to stimulate delayed brain development in the newborn and to improve the cognitive decline in neurodegenerative disorders.

## Introduction

Ceramides (Cers) are a class of molecules that contain an amide group in the sphingoid base of 18 carbons that acts as a skeleton to which a fatty acyl chain of variable length is bound^1^. Cers are central intermediates of sphingolipid (Sph) metabolism. They can be generated by (i) a de novo synthetic pathway, (ii) the degradation of sphingomyelin (SM) and/or complex sphingolipids as glucocerebrosides, (iii) the salvage pathway in which sphingosine derived from ceramide can be reacylated or (iv) the reverse action of ceramidases (Cerase)^2^. Since Cers are highly hydrophobic, they are molecules poorly water-soluble and tend to increase the molecular order in membranes as plasma membrane, nuclear and mitochondrial envelope, endoplasmic reticulum and Golgi apparatus^3^. Alternatively, Cers are transported to the trans Golgi network by ceramide transfer protein (CERT) or by vesicular traffic for SM biosynthesis^4^. The length of the fatty acyl chain (from 14 to 26 carbons) is a critical factor in the molecular actions of the Cers^5^. The C18 acyl chains most strongly stimulate exosome release from neuronal cells^6^. C16-C22 Cers were found to be positively associated with type-2 diabetes mellitus incidence^7^. C16 Cer and C22:2 dihydroceramide were associated with higher risk of cardiovascular diseases^8^.

In laboratory, short-chain cell-permeable Cer analogues (C2-ceramide and C6-ceramide) have been extensively used because they are more efficient at passing through the plasma membrane than Cer with a longer acyl chain^9–11^. Cers produced from SM by sphingomyelinases (SMases) exert anti-proliferative and pro-apoptotic^12^ activities in cells. However, many studies showed that they are able to induce cell differentiation^13^, also in embryonic stem cells^14,15^. The acid SMase (aSMase) encoded by SMPD1 is involved in apoptosis signaling and cancer^16^, neutral SMase1 (nSMase1) encoded by SMPD2 is activated in response to stress, inflammation, radiation, and cancer^17–19^, nSMase2 encoded by SMPD3 plays a role in cell growth arrest, inflammatory response and cancer^1,7,20^, nSMase3 encoded by the SMPD4 gene is involved in keratinocyte proliferation and differentiation^21^ and in embryonic hippocampal cell differentiation stimulated by vitamin D3 treatment^22^ with consequent release of exosomes^23^.

Exosomes are small extracellular vesicles (30–120 nm in diameter), experienced to be in three stages such as EE (early endosome), ILE (intraluminal vesicle), and MVBs (multivesicular bodies), that are released from cells in response to specific stimuli under physiological or pathological conditions. They are mainly composed by proteins, lipids, small amounts of DNA and mRNA, and transfer specific molecular cargoes, as non-coding RNAs that mainly include microRNAs (miRNAs), long noncoding RNAs, circular RNAs, PIWI-interacting RNAs, and small interfering RNA^24^. Specifically, miRNAs are small 20–23 nucleotides non-coding RNA^25^. It has been highlighted that exosomal miRNAs can regulate many cellular processes i.e. cell proliferation, migration, apoptosis, autophagy and differentiation by modulating the gene expression in target cells^26^. Thus, exosomes are considered as extracellular messengers in the microenvironment by influencing cell function^27^. Of particular interest is the role of exosomes in the proliferation, differentiation and/or apoptosis of neuronal cells. Of note, they are able to transmit functional genetic information by mediating communication between different cell types in the brain^27^. Thus, exosomes can influence the hallmarks of neuronal cells^28^ and, consequently, the pathophysiology of the central nervous system^29^.

Mounting evidence has shown the role of exosomes in neurodegenerative processes and in tumors of the central nervous system^27^. The role of exosomes in the differentiation of embryonic/stem cells of the nervous system is on the contrary underinvestigated.

As mentioned above, lipids are essential molecules of exosomal membranes. Specific lipids are known to be enriched in exosomes relative to their parent cells, especially Sphs^30^. In the nervous system, a dysregulation of Sph induces abnormalities in exosomes resulting in the dysfunctions in inter-neuronal communication and in diseases promotion^31^.

The degradation of the SM present in cell membrane by nSMase action is responsible for the increase in membrane fluidity (both for the reduction of the SM and for the release of the cholesterol bound to it) and for the production of Cer which, having a cone-shaped structure, can confer a spontaneous curvature to the membrane with release of exosomes^32^. In fact, the authors report that exosome release is markedly reduced with nSMase inhibitors, although not in all cells. Additionally, Trajkovic et al.^33^ demonstrated that endosome-exosome binding is not dependent on ESCRT (endosome sorting complex required for transport), but requires Cer. Thus, Cer plays an essential role in the functioning of exosomes in different pathophysiological conditions. In the brain, exosomal Cer contributes to the diffusion of neurotoxic proteins or their clearance^34^.

We have previously shown that vitamin D3 induces embryonic hippocampal cell differentiation (HN9.10e cell line) via both increase of nSMase activity and upregulation of the nSMase protein^35^. As a consequence, exosomes enriched in Cer are released^23^. Incubation of the cells with the same Cer concentration of exosomes is necessary and sufficient to stimulate the same HN9.10e cell differentiation obtained with vitamin D3^23^.

Therefore, we set out to determine whether the progression over time of the differentiating effect of Cer is mediated by the miRNAs present in the exosomes released after treatment. In this way, exosomes could be an explanation for the propagation of the differentiating effect in brain embryonic cells after an early and single administration of Cer.

## Results

### Effect of ceramide on HN9.10e cells

Cer was previously shown to quickly induce HN9.10e cell differentiation when used at the same concentration present in exosomes released under Vitamin D3 treatment^23^. In order to determine whether HN9.10e cells proceed to differentiation without further administration of Cer, assuming a possible propagation of the process via cell–cell communication, we evaluated the cell morphology and neurofilament protein (NF200) expression. The results showed robust effects of Cer treatment as time progressed; this was observed by comparing data at 96 h with those obtained at 72 h (Fig. 1a,b). The morphological differentiation was characterized by the change of the soma shape and appearance of neurites^22,23^. In control sample, although the shape of the soma changed from 72 to 96 h (Fig. 1a), the number of the cells with branching and the length of the neurites remained constant, always with low values (Fig. 1b). The Cer treatment strongly changed the cell morphology in time (Fig. 1a). Interestingly, the number of branching cells and the length of the neurites increased (Fig. 1b). In support, the expression of NF200 significantly increased in the Cer treated sample (Fig. 1c).

**Figure 1:**
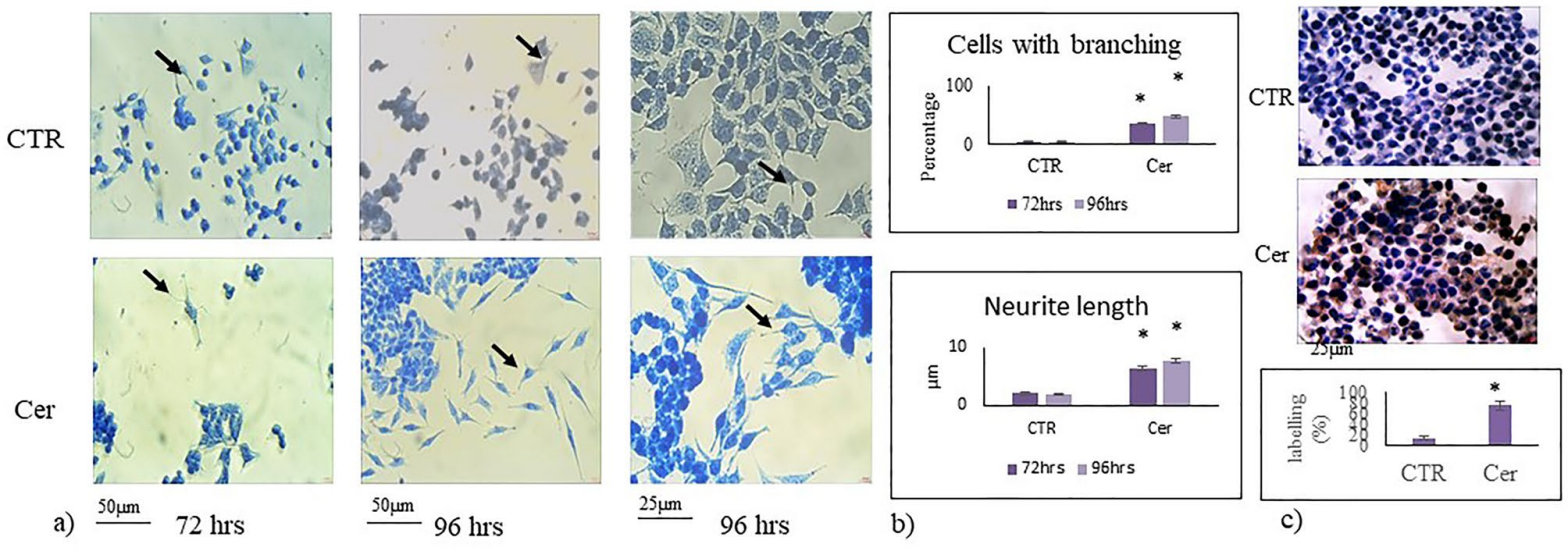
Effect of ceramide on HN9.10e cells. HN9.10e cells were cultured without (CTR) or with 100 nM Ceramide (Cer). (**a**) morphologic analysis after 72 and 96 h of cell culture. The observations were performed by using inverted microscopy EUROMEX FE 2935 (ED Amhem, Netherlands) equipped with a CMEX 5000 camera system; on the left and in the center 20** × **magnification, on the right 40** × **magnification. Arrows point to differentiated cells with soma modification and the presence of neurites. (**b**) The morphometric analysis was performed by using ImageFocus software.c) immunocytochemical analysis of Neurofilament 200 kDa (NF200) expression in HN9.10e cells. The observations were performed as above reported. Above pictures (40 × magnification) and below the percentage of total cells stained in brown (positive cells). Data were expressed as mean ± SD of three independent experiments performed in duplicate. Significance versus the control sample, *p < 0.01.

Based on the proposed role of Cer in embryonic hippocampal cell differentiation, we evaluated its effect on the possible release of exosomes from the cells which could justify the continuation and expansion of the differentiation process. For this, exosomes were isolated from culture medium and were tested for their specific markers CD9 and CD63^36^ by immunofluorescence (Fig. 2a) and immunoblotting analyses (Fig. 2b). The results showed the presence of both analyzed markers. Interestingly, counterstaining CD63 with DAPI, the positive reaction was highlighted (Fig. 2c).

**Figure 2:**
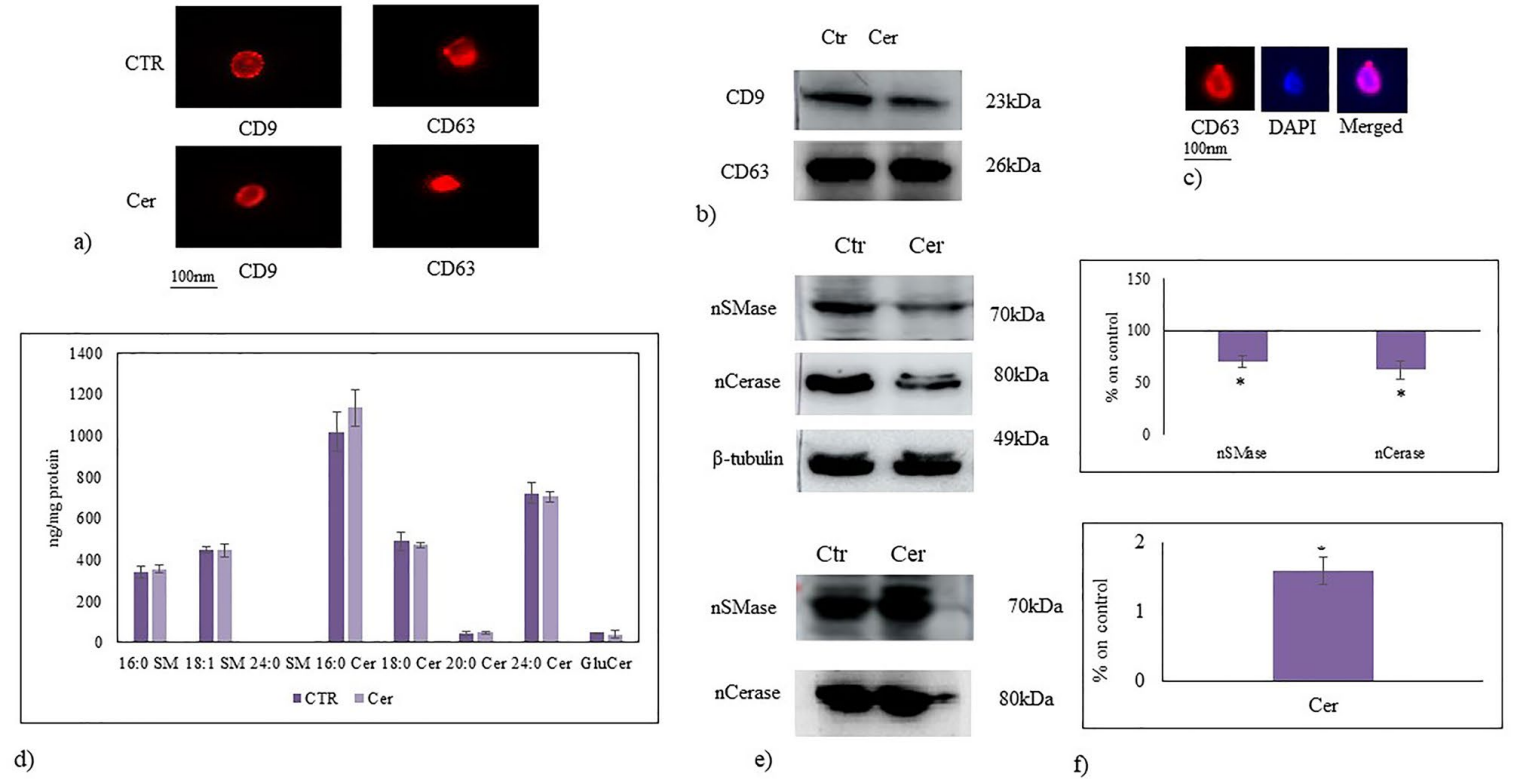
Characteristics of exosomes released from HN9.10e cells. Exosomes released from control cells (CTR) and ceramide treated cells (Cer). (**a**) Immunofluorescence of CD9 and CD63 as exosomal markers; (**b**) Western blotting of CD9 and CD63; (**c**) immunofluorescence of CD63, in red, counterstained with DAPI (in blue). Images were microscopically evaluated at 100 × magnification with immersion oil (DMRB Leika epi-fluorescent microscope equipped with a digital camera*)* and magnified with Photoshop programme; (**d**) UFLC MS/MS analysis of exosomes released under Ceramide treatment. Sphingomyelin (SM), ceramide (Cer) and glucosyl-ceramide (GluCer) species in exosomes released from control cells (CTR) and ceramide treated cells (Cer). Data are expressed as ng lipid/mg protein and represent the mean ± SD of three independent experiments performed in duplicate. Significance versus the control sample *p < 0.01; (**e**) Neutral sphingomyelinase and neutral ceramidase expression by western blotting: in top panel, cells cultured without (CTR) or with 100 nM Ceramide (Cer), β-tubulin was used as loading control and; in below panel, exosomes released from CTR and Cer cells. CD63 was used as loading control; (**f**) Quantification of area density by Chemidoc Imagequant LAS500 by specific IQ program, Data were expressed as mean ± SD of three independent experiments performed in duplicate. Significance versus the control sample, *p < 0.01. The values were first normalized with β-tubulin band (nuclei) or CD63 band (exosomes) and then calculated as percentage of CTR sample.

Given the Sphs relevance for the structure/function of exosomes^37^ and our previous data showing the presence of SM, Cer and GluCer species in exosomes release from HN9.10e cells^23^, it became important to investigate whether ceramide C6 could somehow influence the composition of exosomal Sphs. Therefore, we analyzed SM, Cer species and GluCer with lipidomic analysis by using external calibrators and internal standards as reported in the “Method” section. The recovery of C12:0 SM as internal standard was 81% and 83% in the control and Cer treated samples, respectively. The recovery of C8:0 Cer was 85% and 86% in the control and Cer treated sample, respectively. The C6:0 Cer was absent in the control sample and it was equal to 12 ± 2 ng in exosomes isolated from the culture medium of HN9.10e Cer treated cells (1 × 10^6^ cells). Considering that 1 × 10^6^ cells were cultured in the presence of 150 ng Cer, 8% of the ceramide delivered to the cells was found in the exosomes. As shown in Fig. 2d, there is no significant difference of all the SM and Cer species and GluCer analyzed. Importantly, the treatment with Cer resulted in a significant decrease of nSMase and nCerase in the cells in parallel with their increase in exosomes (Fig. 2e,f).

### Exosomal miRNAs involvement as potential mediators of differentiating effects

To determine the biological significance of exosomes released from the cells under Cer treatment, miRNAs were analyzed. Thus, exosomes were used to evaluate differentially expressed miRNAs (DE-miRNAs) upon Cer treatment. 

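HN9.10e is a mouse embryonic hippocampal cell line, and the exosomes came from the medium of cells kept for 48 h without ceramide or with 100 nM ceramide. Small RNA of the exosomes was sequenced in 6 libraries, 3 from control cells and 3 from ceramide-treated cells. The authors removed adapters with Cutadapt, aligned the reads to GRCm38 with STAR, counted them on GENCODE miRNA genes and deposited the raw count of every miRNA gene in every library. One row of the count table stands for one hairpin gene, so the 5p and 3p miRNAs of a hairpin share a single count. Of the 1973 rows, 1058 had at least 1 count in at least 1 library. The total count was 972344, 1393282 and 1313328 in control replicates 1, 2 and 3, with a median of 1313328. It was 800810, 2760015 and 2351342 in ceramide replicates 1, 2 and 3, with a median of 2351342. These totals add up assignments to rows rather than reads, because some reads were counted on several rows. For example, 7 pairs of rows held identical counts in every library. The QIAseq library kit adds unique molecular identifiers, and the paper's text does not name how they were handled, so a count may be a read or a molecule.
The counts were normalized with the TMM method of edgeR and tested with its quasi-likelihood test, over the 418 rows kept by filterByExpr. The thresholds were the paper's, an absolute log2 fold change of at least 0.6 and a Benjamini-Hochberg adjusted p of at most 0.05. Abundance is given as normalized CPM (counts scaled to a common library size), as the mean ± SD over the 3 libraries of a group. The biological coefficient of variation over all rows was 0.166, so most of the spread of an abundant row exceeded the counting error that the counts imply. If a count is a read, the true counting error may be larger, and differences between libraries cannot be told from it. No libraries were alike to within counting noise, so none was another one sequenced again, and a second preparation of one sample is not excluded by this. Control replicate 1, ceramide replicate 1 and ceramide replicate 2 were each labelled with position 1 of a sample sheet, the first 2 with lane 1 and the last with lane 2. A single sheet gives that position to one library, so these came from different sheets, and sheets differed within the ceramide group as well. The other control libraries were sequenced in lane 4 and ceramide replicate 3 in lane 2. The labels do not show a sheet with libraries of both conditions, so an effect of the sequencing run on the comparison cannot be ruled out.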

RNA-seq (abs(logFC) ≥ 0.6, q-value ≤ 0.05) analysis was performed to identify DEmiRNAs occurring between exosomes released from Cer treated cells and control cells (Table S1). 

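Distances between libraries were computed on DESeq2's variance stabilized counts of the 1058 rows with a count. The mean Euclidean distance was 9.66 ± 1.68 (SD, 6 pairs) between libraries of the same group and 11.8 ± 1.59 (SD, 9 pairs) between libraries of different groups, a ratio of 1.22. None of the other splits of the 6 libraries into groups of 3 gave a ratio as large (exact permutation test over 10 splits, one-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The largest distance within a group, 12.8, lay between ceramide replicates 1 and 3, and 7 of the 9 distances between groups were smaller than it. The smallest distance between groups was 9.71, between control replicate 3 and ceramide replicate 2. Among the alternatives set before the data were examined, the ratio ranged from 1.10 with log2 CPM to 1.40 with the rows kept by filterByExpr. With log2 CPM, 2 of the 10 splits gave a ratio as large (exact permutation p = 0.2), and so they did without control replicate 1 (1.13) and without control replicate 2 (1.17). These distances leave the pairing by replicate number out. With the replicate effect removed, a setting chosen after seeing the data, the ratio was 1.80, and the 3 other splits that part every pair reached at most 1.06 (exact permutation p = 0.25, the smallest that 4 splits allow).

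**Figure D1:**
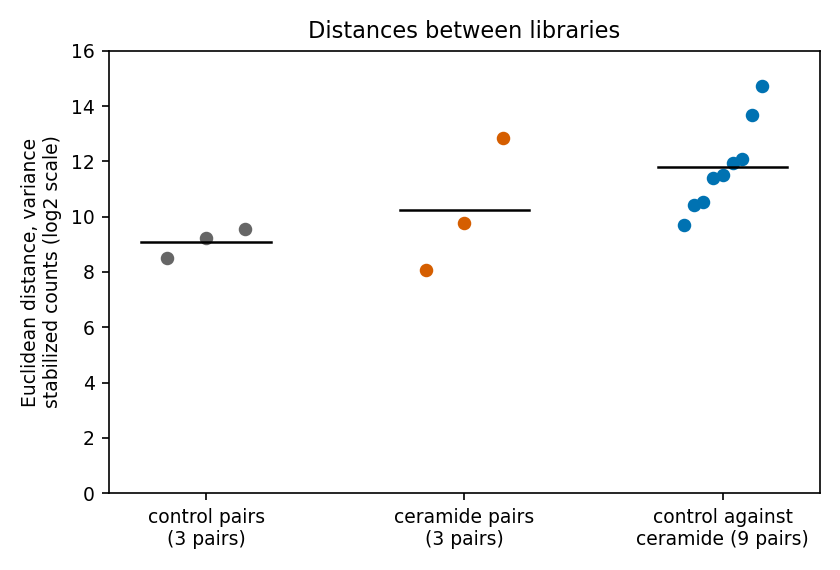
Euclidean distance between pairs of libraries on variance stabilized counts (log2 scale), for the 3 control pairs, the 3 ceramide pairs and the 9 pairs of a control with a ceramide library. Points are pairs and bars are means. The ceramide pairs reach 12.8, above 7 of the 9 pairs of different groups.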

By comparing both the distance matrix and the principal components analysis, we were able to confirm the good reproducibility of all biological replicas (Fig. S1). Among all the murine miRNAs profiled through the RNA-seq experiment (n = 1973), a total of 38 miRNAs resulted differentially expressed in a statistically significant manner, including 10 up-regulated and 28 down-regulated miRNAs (Fig. 3).

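Of the 418 rows tested, 48 passed both thresholds, with 13 higher and 35 lower in exosomes of ceramide-treated cells. The log2 fold changes lay between 0.60 and 1.50 for the higher rows and between -1.38 and -0.61 for the lower rows. In each of the 48 rows all 3 ceramide libraries lay on one side of all 3 control libraries. This held for 164 of the 418 rows (39.2%), against 10% expected by chance for 3 against 3. The 48 rows include 35 of the 38 miRNAs of Table S1, and all 38 had the sign listed there. With no fold threshold, 83 rows had an adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The number moved most with a test against a fold of 1.5 (edgeR's glmTreat), which called 8 rows, all lower in ceramide. With the replicate number as a block, 87 rows were called, 38 higher and 49 lower, and these included all 48. Leaving out control replicate 1 left 28 called rows, 3 higher and 25 lower, of which 27 were among the 48. The split into higher and lower rows depended on the normalization. Upper-quartile factors gave 23 higher and 28 lower, and scaling by library size alone 4 higher and 42 lower. With edgeR's RLE (relative log expression) factors, 21 rows were higher and 26 lower. These factors apply DESeq2's median-ratio rule to the 418 tested rows only. The DESeq2 fit, whose size factors came from the whole table, gave 10 higher and 28 lower.

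**Figure D2:**
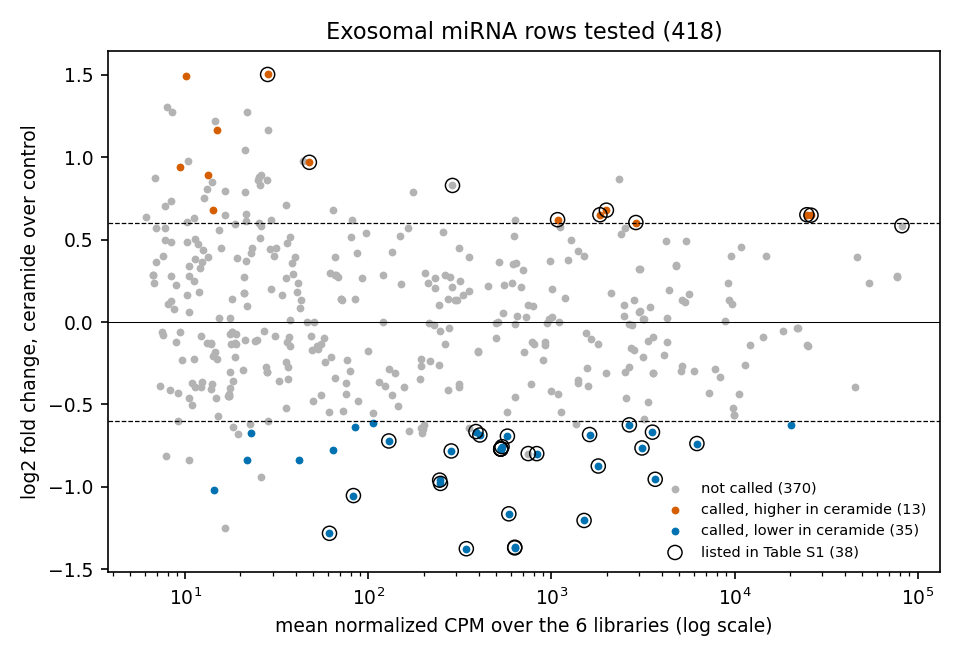
Log2 fold change (ceramide over control) of the 418 tested rows against their mean normalized CPM over the 6 libraries (log axis). Points are rows, dashed lines mark log2 fold changes of 0.6 and -0.6, and rings mark the 38 miRNAs of Table S1. Most of the 13 called rows that are higher in ceramide lie close to 0.6 or have few counts, while the 35 lower rows reach -1.38.

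The paper applied the same thresholds to the fold changes and q-values of DESeq2. It takes the miRNAs past both as the set changed by ceramide and goes on to the targets of that set.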

**Figure 3:**
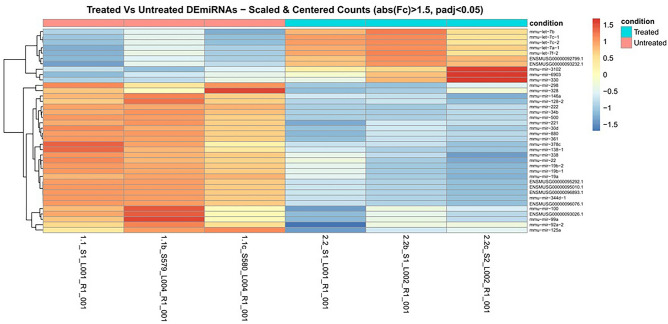
Exosomal miRNA profiling of HN9.10e cells treated with ceramide. Heatmap showing the statistically significant differentially expressed miRNAs in HN9.10e cells treated with ceramide. Globally, thirty-eight transcripts (n = 10 up-regulated, n = 28 down-regulated) were differentially expressed in the exosomes of HN9.10e cells treated with ceramide, compared to controls (abs(logFC) ≥ 0.6, q-value ≤ 0.05). Hierarchical clustering of transcripts and samples using the Euclidean distance and the complete agglomeration method; expression data was vst-transformed, scaled and centered. When not available, the miRBase accession number was replaced by the ENSEMBL GeneID. The heatmap was generated using the DESeq2 R package (v.1.0.12).

To investigate the role of DE-miRNAs, present in exosomes released from HN9.10e cells upon Cer treatment, in cellular processes, we assessed the enriched biological functions associated with their target genes. For each DE-miRNA (with the exception of Gm25927 that was not recognized) we defined the validated targets and common enriched functional terms of the 5p/-3p pairs, as described in the Methods section. 

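Gm25927 is the name GENCODE gives to a miRNA gene on chromosome 17 of GRCm38, from 17830343 to 17830459 on the minus strand, inside an intron of Spaca6, which is on the plus strand. It had 851 ± 48.8 CPM in control and 1309 ± 5.32 CPM in ceramide exosomes (SD, n = 3 each). The log2 fold change of Gm25927 was 0.62 (standard error 0.08, adjusted p = 0.0029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it fell under the threshold in 3 of 19 alternatives, to 0.54 with library size alone, 0.59 with no filter and 0.57 without control replicate 1. In GENCODE M21 the gene Mirlet7e, which encodes let-7e, lies within it on the plus strand, from 17830352 to 17830444. No row of the count table carries the identifier of Mirlet7e, so counting without regard to strand would place let-7e reads on Gm25927. Gm24111, which Table S1 describes as a let-7 skeleton, is placed in the same way. It lies on chromosome 13 from 48537825 to 48537921 on the plus strand, over Mirlet7f-1 from 48537829 to 48537917 on the minus strand, in an exon of the noncoding RNA 6720427I07Rik. Gm24111 had a log2 fold change of 0.68 (standard error 0.10, adjusted p = 0.0049 from the same test), from 1534 ± 173 CPM to 2458 ± 29.2 CPM (SD, n = 3 each). It lost the call in 1 of 18 alternatives, without control replicate 1 (0.58).

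**Figure D3:**
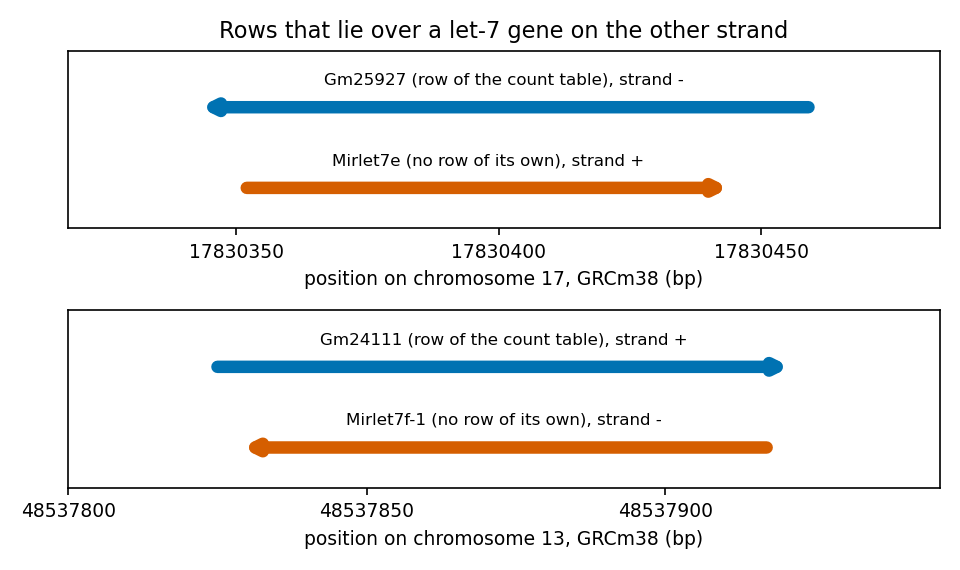
Positions of Gm25927 and Gm24111, which have rows in the count table, and of Mirlet7e and Mirlet7f-1, which have no row of their own (GRCm38, bp). Arrows point in the direction of transcription. Both let-7 hairpins lie inside the gene on the other strand.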

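Rows of the let-7 family held 16.2 ± 0.769% of the counts in control exosomes and 22.5 ± 0.327% in ceramide exosomes (SD, n = 3 each). The difference of 6.29 percentage points exceeded the spread between replicates (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Of the 11 let-7 family rows tested, 10 were higher in ceramide, and 9 were higher when only library size was used for scaling, which also left let-7d slightly lower. The exception in every scaling was let-7j, with 22.7 CPM or less on average in either group. An adjusted p of at most 0.05 was reached by 7 of the 11 rows when adjusted over all rows tested and by 10 when adjusted over the list alone. The study had picked 5 of the 11 from these libraries. As a set, the family gave an adjusted p of 0.00691 with limma's fry (median log2 fold change 0.58). The adjusted p was 6.1e-05 with camera at its preset correlation and 0.378 with camera's estimated correlation.
The let-7a-1 hairpin lies on chromosome 13 from 48538179 to 48538272, in an exon of the noncoding RNA 6720427I07Rik. It rose from 2294 ± 159 CPM to 3488 ± 134 CPM (SD, n = 3 each), with a log2 fold change of 0.60 (standard error 0.08, adjusted p = 0.0034 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This lay just above the fold threshold, and 6 of the 18 alternatives tried for it put it below. The let-7f-2 hairpin, on chromosome X from 151912346 to 151912428 in an intron of Huwe1, had a log2 fold change of 0.65 (standard error 0.10, adjusted p = 0.0053 from the same test). It fell under the fold threshold with library size alone (0.57), without control replicate 1 (0.58) and without ceramide replicate 1 (0.59). Reads of let-7f could also come from Mirlet7f-1, which has no row of its own. The mir-330 hairpin, on chromosome 7 from 19181465 to 19181562 in an exon of Eml2, had 208 ± 33.2 CPM in control and 368 ± 134 CPM in ceramide exosomes (SD, n = 3 each). Its log2 fold change of 0.83 (standard error 0.27) did not pass, with an adjusted p of 0.072 from the same test. Ceramide replicate 1, at 239 CPM, lay below control replicate 3, at 247 CPM. With the replicate block mir-330 was called.

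**Figure D4:**
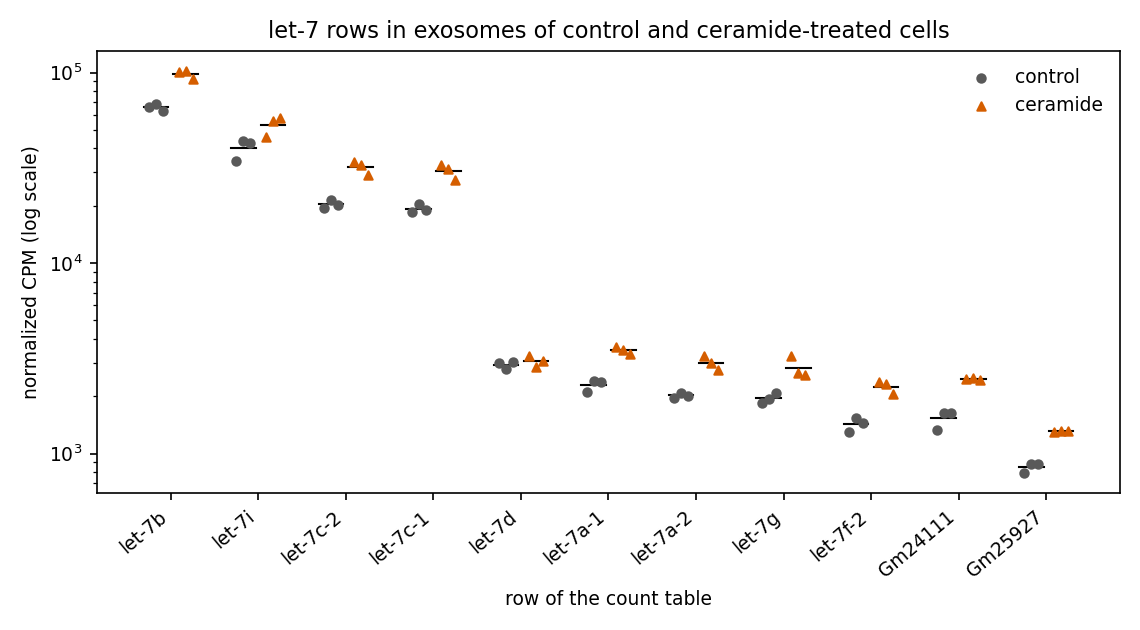
Normalized CPM (log axis) of 9 let-7 rows and of Gm24111 and Gm25927, in the 3 control libraries (circles) and the 3 ceramide libraries (triangles), with bars at the means. The ceramide libraries lie above the controls in every row shown except let-7d.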

Interestingly, both up as mmu-let-7f-1-3p, mmu-let-7a-1-3p, mmu-let-7b-3p, mmu-let-7b-5p, mmu-miR-330-3p (Fig. 4) and down-regulated (Fig. S2) miRNAs were associated with the regulation of lipid metabolism as well as cell differentiation and cell morphogenesis, indicating the existence of a complex regulatory network mediated by several DEmiRNAs affecting these biological processes.

**Figure 4:**
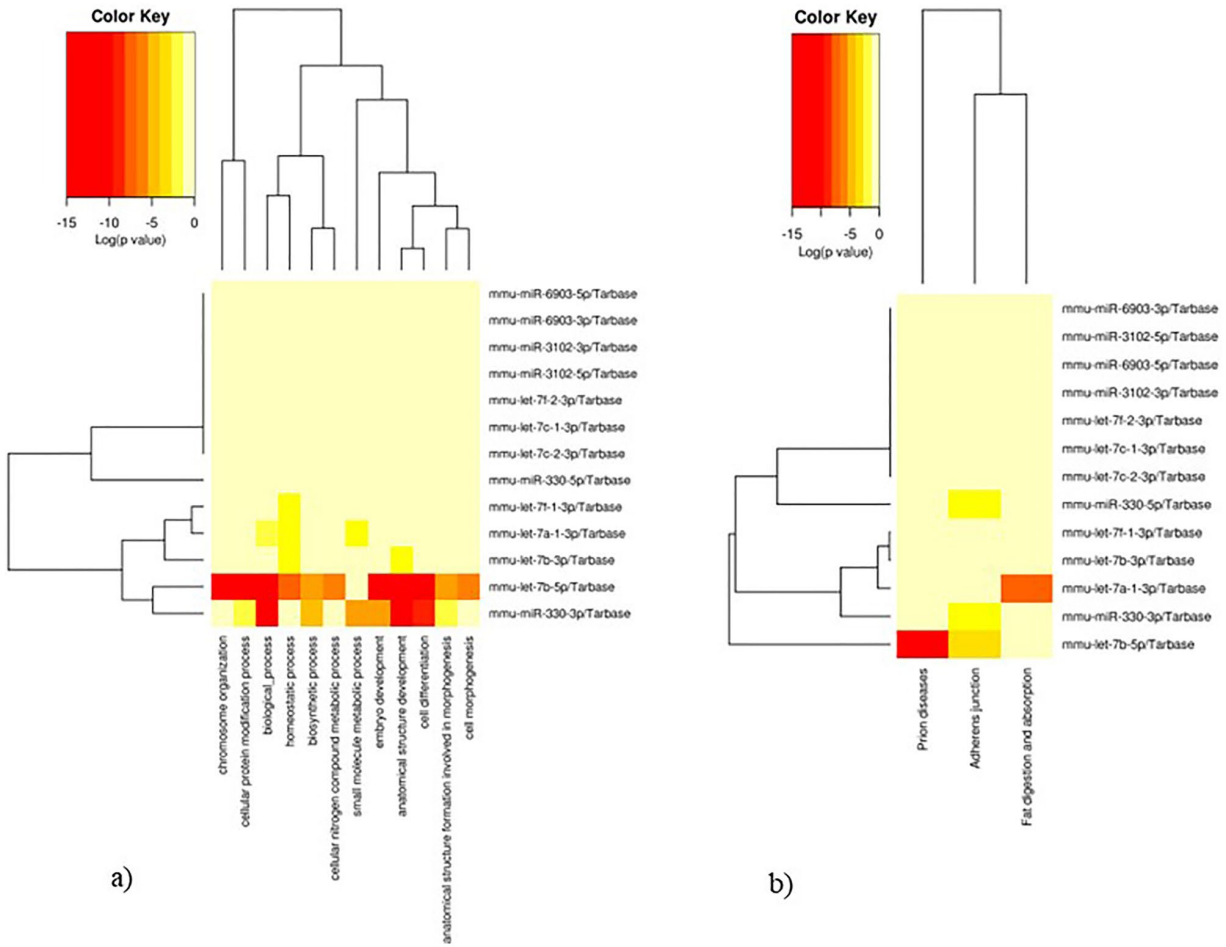
Functional enrichment analysis of differentially expressed miRNAs. Heatmaps showing the association of up-regulated miRNAs with: (**a**) “Gene Ontology-Biological Process” terms (“Categories Union” method) and, (**b**) with “KEGG Pathways” (“Pathways Union” method)^38,39^. The significance of each association is described by the color key. Heatmaps were generated using the DIANA-MirPath v.3 web server (last accessed July 22, 2022).

In regard to the results of the in vitro experiments described in the previous paragraphs, our attention focused on mmu-let-7b-5p, based on its ability to regulate thirty-five gene targets (Fig. 5) involved in processes including lipid transport, Sph metabolism and Sph-related stimulation of cellular functionalities. 

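The let-7b hairpin lies on chromosome 15 of GRCm38 from 85707319 to 85707403, in an exon of the noncoding RNA Lncppara. Its row held the most counts of all rows, 813159 over the 6 libraries, and does not tell let-7b-5p from let-7b-3p. It had 65732 ± 2816 CPM in control and 98603 ± 5200 CPM in ceramide exosomes (SD, n = 3 each). The log2 fold change was 0.59 (standard error 0.07, adjusted p = 0.0026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), larger than the spread between replicates and just below the threshold of 0.6. The paper gives this threshold also as a fold of 1.5, whose log2 is 0.584963, and let-7b, at 0.585038, passes that form. With each library left out in turn it stayed between 0.55 and 0.64. Over the alternatives set before the data were examined it lay between 0.51, with library size alone, and 0.66, with edgeR's RLE factors. In 7 of the 19 alternatives let-7b passed both thresholds.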

First, we investigated the biological processes associated with these selected genes using the ClueGO app, confirming their role in Sph metabolism and neuronal development (Fig. 5a). Afterwards, to have a broader, unbiased portrait of the mmu-let-7b-5p regulatory landscape, we repeated the analysis on all the previously defined DIANA-TarBase v7.0 murine validated targets (n = 1774), corroborating the effect on processes including regulation of transport, cell death, proteins/macromolecules metabolism and catabolism and, finally, system development with particular emphasis on nervous system development (Fig. 5b).

**Figure 5:**
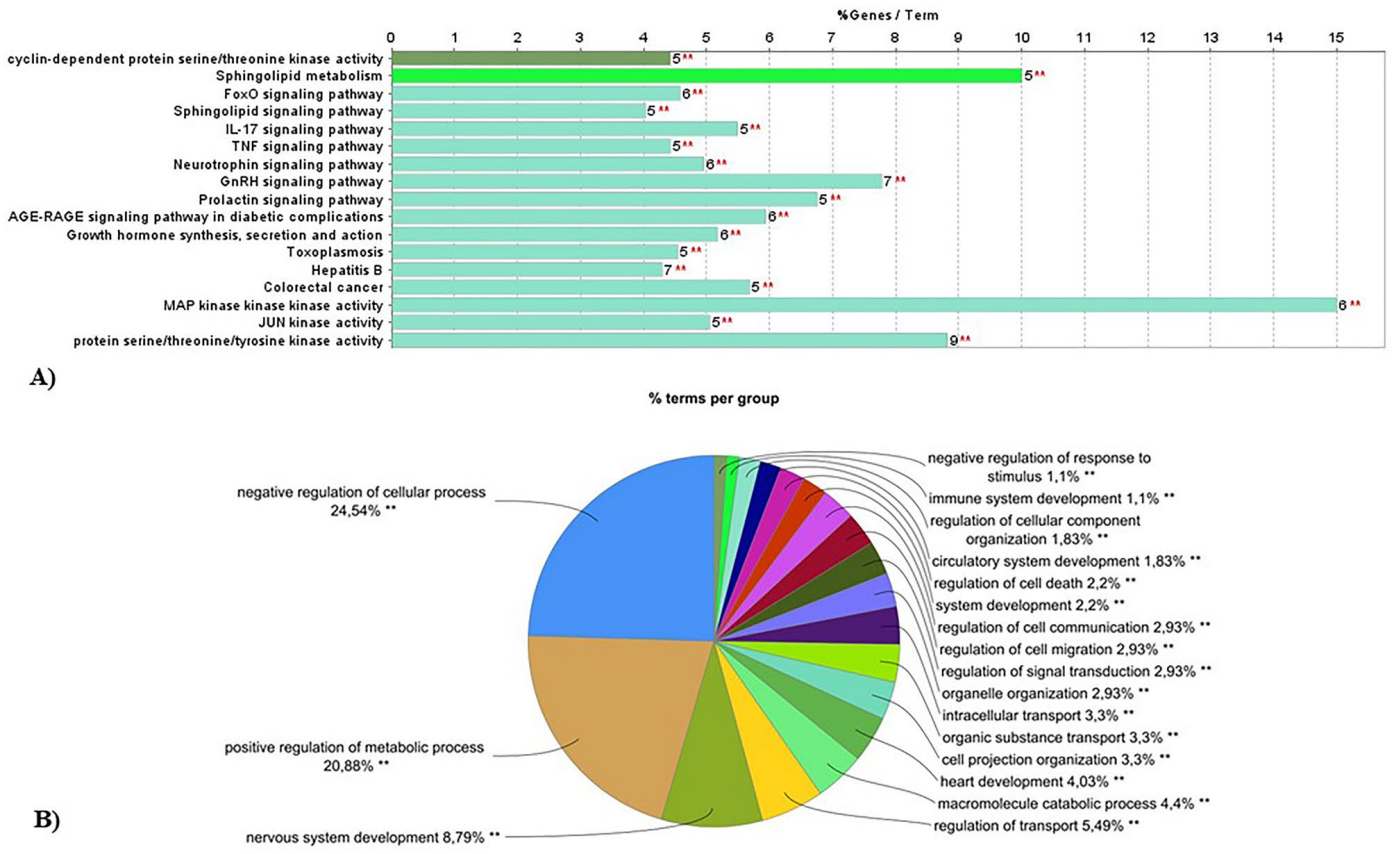
Functional enrichment analysis of mmu-let-7b-5p validated targets. The Cytoscape plugin ClueGO was used to identify the significantly enriched functional terms associated with a subset (n = 35) of in vitro validated targets (**A**), as well as the whole set of DIANA-TarBase v7.0 defined validated targets (Min Number of Genes n = 100, Min Percentage = 6.0) (**B**). Functionally enriched terms (Benjamini–Hochberg adjusted p ≤ 0.05) were identified querying the KEGG and the GO_BiologicalProcess databases^38,39^. The bar length (**A**) represents the percentage of genes associated with each enriched term that is found in the examines dataset, while the exact number of genes is indicated on the right of each bar. Pie chart colors (**B**) match the enriched functional clusters; the most significant terms were used as cluster representatives and identifiers comparison.

The effect of exosomes on HN9.10e cell differentiation was determined culturing the cells in the presence of increasing concentration of exosomes.

All concentrations used (protein from 200 to 300 µg/10^6^ cells) induced an increase in cell differentiation compared to untreated samples (data not shown). However, the optimal concentration corresponded to the concentration of exosomes released from cells under the Cer treatment (250 µg/10^6^ cells). As shown in Fig. 6A the cells appear completely modified in the volume and shape of the soma. Furthermore, neurites are formed differently in different cells, ranging from multipolar cells (Fig. 6Ab), to bipolar cells (Fig. 6Ac) and unipolar cells (Fig. 6Ad). To ascertain cell phenotype, the immunofluorescence to detect GFAP (astrocytes) and tubulin III (neurons) was performed. As shown in Fig. 6B a low level of GFAP in control cells was present equal to 15,400 ± 1800 fluorescence intensity (Fig. 6Be). Exosome treatment stimulated HN9.10e cell differentiation into both cell phenotypes, astrocytes as demonstrated by overexpression of GFAP (43,000 ± 100 fluorescence intensity, Fig.Bf) and neurons as demonstrated by overexpression of tubulin III (Fig. 6Bg,h).

**Figure 6:**
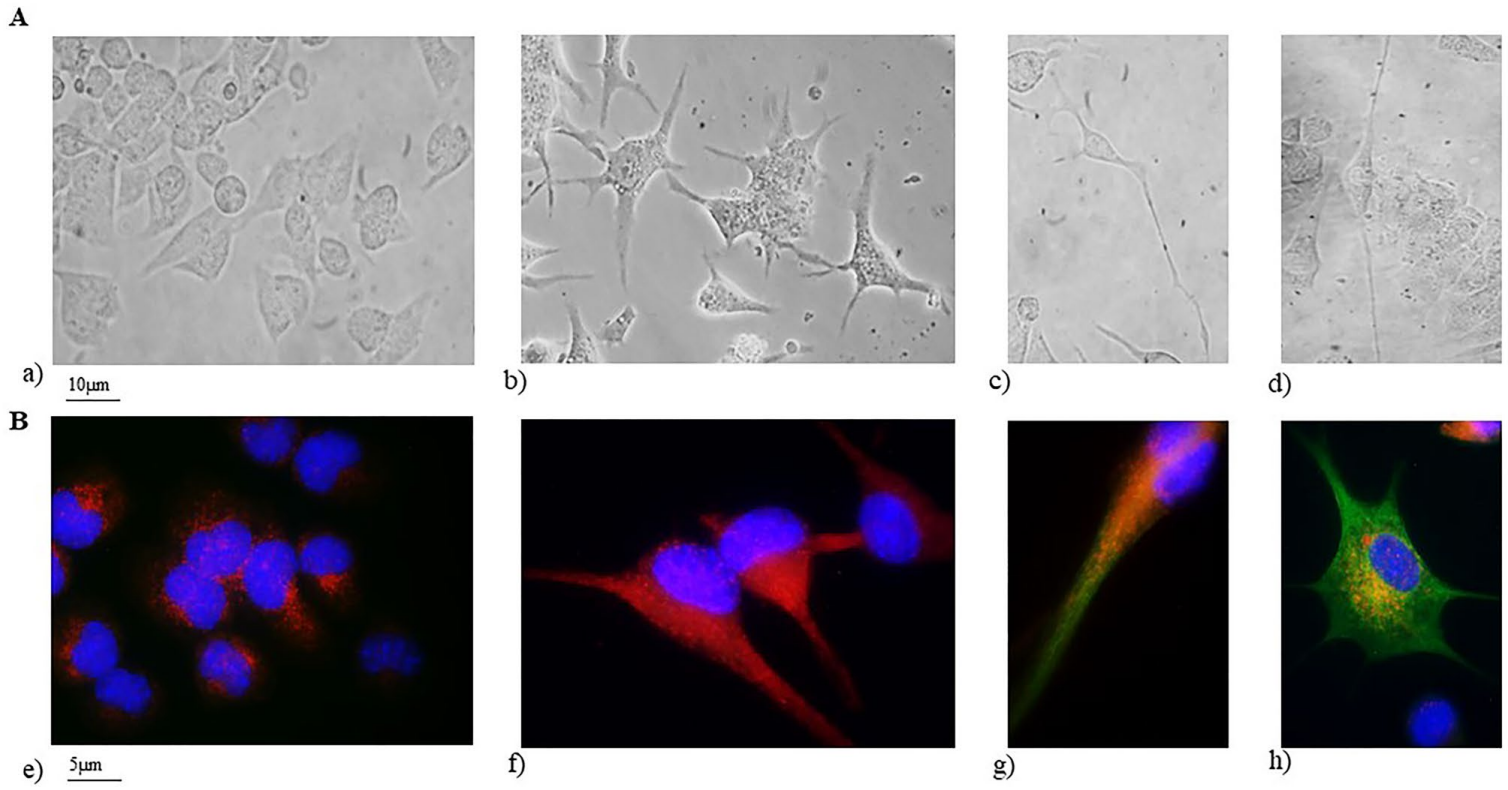
Effect of exosomes on HN9.10e cell differentiation. Cells were cultured for 96 h with exosomes released from Ceramide (Cer) treated cells and were analyzed as reported in the “Materials and methods”. (**A**) cell morphology of: (a) control and, (b–d) exosome treated sample. Observations were performed by using Olympus IX51 Inverted Microscope (40 × magnification) equipped with a digital camera; (**B**) immunofluorescence of GFAP and tubulin III. Observations were performed by using DMRB Leika epi-fluorescent microscope equipped with a digital camera (100 × magnification)*. *(e) control sample, the image shows low levels of GFAP expression (in red) and absence of βIII-tubulin expression (in green), characteristic of stem cells. The immunolabelling is counterstained with DAPI (in blue); (f) exosome treated sample, the image represents the merged signal of strong GFAP immunolabelling (in red) counterstained with DAPI (in blue), no βIII-tubulin signal (in green) is present, indicating cells differentiated towards the astrocytic phenotype; (g) exosome treated sample, the image shows the strong positive immunolabelling of βIII-tubulin (in green) with still weak stem cell GFAP labeling counterstained with DAPI (in blue). The cells are differentiating towards a unipolar cell neuronal phenotype; (h) as above reported (g) but the cells are differentiating towards a multipolar cell neuronal phenotype.

## Discussion

In the present study, a novel role of Cer-induced exosome release has been identified. First, the data showed the expansion of the differentiation process of HN9.10e cells despite the single treatment with Cer at time 0. This finding suggested the possibility of a biochemical signal transmission via cell-to-cell communication.

The release of exosomes has been suggested as a potential mechanism to transfer active substances, as proteins, lipids, DNA, small nuclear RNAs, nucleolar RNAs, ribosomal RNAs, mitochondrial RNAs, miRNA, and small-molecule metabolites, from cells to body fluids and thus to other cells^36^. Previous studies suggested that exosomes play important roles in proliferation, angiogenesis, survival, and invasion of tumor cells^30^. However, their role in embryonic hippocampal cell differentiation has not been addressed previously. Therefore, we aimed to study the potential role of exosomes released from HN9.10e cells upon Cer stimulus on propagation of the differentiation signal in neighboring cells. The demonstration that the differentiation of HN9.10e cells upon Cer treatment increases in time in terms of cells with branching number and neurite length explains how Cer might be a key molecule in amplifying the response of HN9.10e cells to vitamin D3-induced differentiation, previously demonstrated^23^. In fact, previously reported findings by our group showed that vitamin D3 induced HN9.10e cell differentiation and released exosomes enriched in Cer content. The incubation of the cells with the same Cer concentration of that present in exosomes resulted in HN9.10e cell differentiation^23^. Here we describe the mechanism by which such differentiation stimulated by Cer occurs and its implication in propagation of the process. First, Cer itself stimulates the release of exosomes. Positive counterstaining with DAPI indicates the presence of nuclear material in exosomes, as reported by several authors (see a comprehensive review by Gurunathan et al.)^40^. We also demonstrated that the exosomal Sph composition is similar in control and Cer treated cells. Several previous reports have shown that SM and Cer are required for a proper structure/function of exosomes^41–43^. Mechanistically, the results suggested that Cer is able to stimuli the release of exosomes from cells without changing their structure. In support of this hypothesis, Verderio et al.^32^ demonstrated that Cer having a cone-shaped structure confers a spontaneous curvature to the membrane with release of exosomes. Interestingly, exosomes were released upon Cer treatment. The demonstration that after treatment of cells with Cer, nSMase decreases in whole cells and increases in exosomes suggests that exosomes can transport this enzyme to neighboring cells to facilitate the degradation of SM in them and resulting in Cer. This result connects the release of exosomes to the differentiative role of Cer. It can be speculated that the slight increase in nCerase content in exosomes released upon Cer treatment compared to control cell exosomes could be beneficial in the case of excess Cer production. To our knowledge, this is the first report identifying the information carried by the exosomes released from the hippocampus embryonic cells under the effect of Cer. Our results showed that out of a total of 1973 miRNAs, only 38 miRNAs are differentially expressed in a statistically significant manner, including 10 up-regulated and 28 down-regulated miRNAs. Both repressed and overexpressed miRNAs are relevant for biological modifications of nerve cells. 

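Several of these rows held nearly the same counts. When rows whose hairpins share a stretch of 18 bases were joined, the 38 rows of Table S1 formed 27 groups, 5 of them higher and 22 lower in ceramide. The 5 rows mir-344d-1, Mir344d-2, Mir344d-3, Gm23490 and Gm23962, on chromosome 7, had log2 fold changes between -0.77 and -0.76 from nearly the same counts. The rows mir-19b-1 and mir-19b-2 differed by at most 0.365% in any library. Joining rows that differed by 5% or less in every library gave 40 called rows, 11 higher and 29 lower. Of the 38 miRNAs, 14 were called in each alternative that gave them a value and kept the fold threshold of 0.6, and all 14 were lower in ceramide. They were mir-138-1, the 5 rows of mir-344d, mir-34b, mir-361, mir-880, mir-221, mir-500, mir-19a and both rows of mir-19b. The row Mir138-2, outside Table S1, shares 18 bases with mir-138-1. It had a log2 fold change of only -0.21, against -0.76 for mir-138-1, and was not called. The mir-361 hairpin, on chromosome X from 113074824 to 113074893 in an intron of Chm, fell from 4865 ± 241 CPM to 2511 ± 81.7 CPM (SD, n = 3 each), with the lowest p of all rows. For mir-361 the log2 fold change was -0.95 (standard error 0.08, adjusted p = 0.0018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).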

Although exosomes contain different types of RNA miRNAs, long noncoding RNAs, circular RNAs, PIWI-interacting RNAs, and small interfering RNAs^24^, our attention has focused on miRNAs for their function as modulators of cell function including differentiation via regulation of gene expression^44^. Moreover, miRNA are thought to have diagnostic and prognostic values in neurodegenerative disease^45^. It will be important in the future to establish the different effect of each type of non-coding RNA on cell differentiation.

Fan et al.^46^ implicated the overexpression of miR-146a-5p, present in exosomes released from microglia cells of hippocampal dentate gyrus, in the suppression of neurogenesis. Interestingly, miR-146a-5p was down-regulated in our experimental model of exosomes, indicating the possible favorable effect in neurogenesis. 

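The mir-146a hairpin lies on chromosome 11 of GRCm38 from 43374397 to 43374461. Its row, which counts miR-146a-5p and miR-146a-3p together, had 474 ± 5.40 CPM in control and 300 ± 26.5 CPM in ceramide exosomes (SD, n = 3 each). The log2 fold change was -0.66 (standard error 0.10, adjusted p = 0.0050 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every ceramide library lay below every control library. The sign held in all 18 alternatives that gave mir-146a a value. The call was lost in 3 of them, with edgeR's RLE factors, with upper-quartile factors and with the sequencing lane as a further term.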

Several miRNAs repressed in our experimental exosomes derived from Cer-treated cells were implicated in pathologies of the nervous system. 

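The mir-22 hairpin, on chromosome 11 from 75463716 to 75463810 in an exon of Mir22hg, had 1989 ± 140 CPM in control and 1241 ± 198 CPM in ceramide exosomes (SD, n = 3 each). Its log2 fold change was -0.68 (standard error 0.13, adjusted p = 0.012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost without control replicate 1, without ceramide replicate 2 and with the sequencing lane as a further term. The mir-500 hairpin, on chromosome X from 7237683 to 7237774 in an intron of Clcn5, had 86.8 ± 4.61 CPM and 35.7 ± 2.14 CPM (SD, n = 3 each). Its log2 fold change was -1.28 (standard error 0.12, adjusted p = 0.0019 from the same test), and it held the call in each alternative that kept the fold threshold of 0.6. The row of mir-19a, on chromosome 14 from 115044000 to 115044081, fell from 493 ± 15.9 CPM to 192 ± 45.6 CPM (SD, n = 3 each), a log2 fold change of -1.38 (standard error 0.17, adjusted p = 0.0026 from the same test).
The mir-19a and mir-19b-1 hairpins lie in an exon of Mir17hg, the transcript of the miR-17-92 cluster. In this cluster and its paralogs on chromosomes X and 5, the 6 rows of mir-19, mir-92a and mir-25 were lower in ceramide. The 8 rows of mir-17, mir-18, mir-20, mir-93 and mir-106 were higher, by log2 fold changes of 0.18 to 0.55, though none of the 8 was called. The remaining row, Mir363 of the chromosome X cluster, was higher by 0.37 (standard error 0.31) and was not called. These directions held under all 4 scalings (TMM, edgeR's RLE factors, upper quartile and library size alone). They did not all hold with the sequencing lane as a further term. There Mir18 (-0.32), Mir106b (-0.09) and Mir363 (-0.73) were lower, and the other rows kept their direction. Without ceramide replicate 3, 7 of the 15 rows were higher, against 9 with all libraries.

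**Figure D5:**
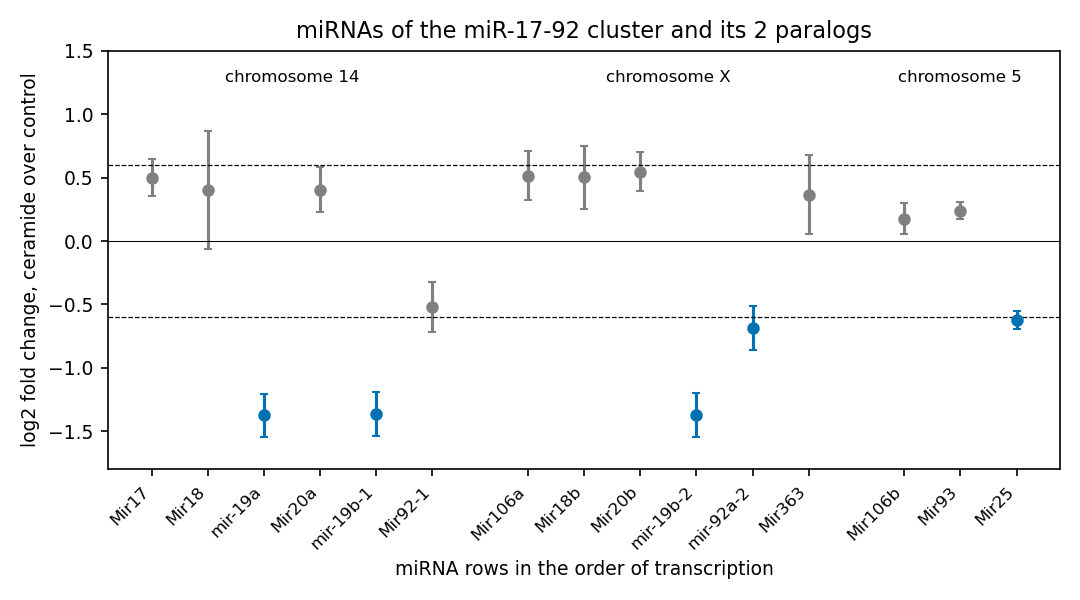
Log2 fold change (ceramide over control) of the 15 rows of the miR-17-92 cluster on chromosome 14 and its paralogs on chromosomes X and 5, in the order of transcription. Points are edgeR estimates with their standard errors, blue rows were called lower, and dashed lines mark 0.6 and -0.6. The mir-19 rows lie near -1.37 and the mir-17, mir-20 and mir-106a rows between 0.40 and 0.55.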

Of note, serum miR22-3p was overexpressed in adolescents with attention deficit hyperactivity disorder^47^ and obsessive–compulsive disorder^48^. Moreover, serum exosomal miR-500-3p was upregulated in aging^49^. Additionally, sevoflurane exposure significantly decreased neuron cell proliferation with impairment of learning and memory via upregulation miR-19-3p^50^.

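Of the 13 rows called higher in ceramide, the 3 with the most counts were let-7c-2, let-7c-1 and let-7a-1. The let-7c-1 and let-7c-2 hairpins share a stretch of 18 bases, and their counts differed by at most 5.55% in any library. The let-7c-1 row, on chromosome 16 from 77599657 to 77599750 in an intron of Mir99ahg, had 19327 ± 1004 CPM in control and 30364 ± 2644 CPM in ceramide exosomes (SD, n = 3 each). Its log2 fold change was 0.65 (standard error 0.09, adjusted p = 0.0027 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It fell to 0.57 with library size alone and to 0.58 without ceramide replicate 1, both under the fold threshold. The largest log2 fold change of Table S1 was that of mir-6903, on chromosome 1 from 133726558 to 133726645 in an exon of Atp2b4. It was 1.50 (standard error 0.39, adjusted p = 0.042 from the same test), from 14.9 ± 4.89 CPM and 41.4 ± 19.8 CPM (SD, n = 3 each), and 324 counts over the 6 libraries lie behind it. The call of mir-6903 was lost in 10 of 18 alternatives, among them 5 of the 6 fits that each left out one library. The row of mir-3102, in an exon of Arhgef17 on chromosome 7, had a log2 fold change of 0.97 (standard error 0.23, adjusted p = 0.034 from the same test) over 498 counts. The call was lost in 6 of 19 alternatives, with library size alone, with no filter, with the lane term and without control replicate 1, control replicate 2 or ceramide replicate 2.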

The overexpressed miRNAs deserve particular attention. Our analyses showed that overexpressed miRNAs (mmu-let-7f-1-3p, mmu-let-7a-1-3p, mmu-let-7b-3p, mmu-let-7b-5p, mmu-miR-330-3p) regulate genes encoding for proteins involved in biological, homeostatic, biosynthetic and small molecule metabolic processes, embryo development and cell differentiation, all phenomena that could be relevant for HN9.10e cell differentiation. Interestingly, among other overexpressed miRNAs, mmu-let-7b-5p turns out to be important for our study based on its ability to regulate thirty-five gene targets involved in many processes including Sph metabolism, Sph-related stimulation of cellular functionalities and neuronal development.

Together, these results have relevant implications for the role of exosomes released from embryonic hippocampal cells under Cer treatment in signal transfer for differentiation of neighboring cells both by regulating genes for the differentiation directly and via Sph metabolism.

In support, we cultured HN9.10e cells in the presence of exosomes to highlight their differentiative effect. We showed that the treatment induces the cells towards both the astrocytic and the neuronal phenotype. HN9.10e cells are embryonic cells that theoretically could differentiate into both phenotypes. The astrocytic phenotype was demonstrated with the overexpression of GFAP whereas the neuronal phenotype with the overexpression of βIII-tubulin. The permanence of a bland red color of positivity to GFAP in cells directed towards the neuronal phenotype indicates the persistence of the labeling of the starting embryonic cells which normally have a low expression of GFAP^51^. Thus, neurons are not yet fully differentiated but the direction towards the neuronal phenotype is now determined.

In summary, we describe the release of exosomes from HN9.10e cells under Cer treatment, and its biological significance in the differentiation of embryonic hippocampal cells towards astrocytes and neurons via miRNAs (Fig. S3). The study results are relevant to several research areas focused on cell–cell communication. The possibility that using other cell lines the results could be different cannot be excluded. Future studies may be aimed at consolidating this result in other cell lines. Notably, in the central nervous system Cer could be a target of innovative therapeutic strategies to regulate the release of exosomes to stimulate delayed brain development in the newborn. The research could be applied to adult hippocampal stem cells. In this way, the results could be useful to slow down and/or hinder the onset of neurodegenerative disorders and the consequent cognitive decline, including memory loss.

## Materials and methods

### Reagents

Dulbecco’s modified Eagle’s medium (DMEM), penicillin, streptomycin l-glutamine, trypsin-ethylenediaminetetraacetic acid disodium and tetra-sodium salt (EDTA) solution, fetal bovine serum (FBS) were from Microgem srl (Pozzuoli, NA, Italy); bovine serum albumin was from Thermo Fisher Scientific (Waltham, MA, USA); C6-Cer was obtained by Avanti Polar (Alabaster, AL, USA); anti-glial fibrillary acid protein (GFAP) and anti-βIII-tubulin antibodies were obtained from Dako, Agilent (Santa Clara, CA, USA); anti-SMase, anti-nCerase and anti βtubulin antibodies were from Abcam (Cambridge, UK); goat anti-rabbit secondary antibodies were from Sigma-Aldrich (St. Louis, MO, USA); anti-CD9 and anti-CD63 from Biorbyt (Cambridge, UK); anti-neurofilament protein (NF200) antibody and bond polymer refine detection were from NOVOCASTRA Laboratories, Ltd. (Newcastle, United Kingdom). For research involving biohazards, biological select agents and reagents, standard biosecurity safety procedures were carried out.

### Cell culture and treatments

Immortalized hippocampal neurons HN9.10e (kind gift of Kieran Breen, Ninewells Hospital, Dundee, UK) were grown in DMEM supplemented with 10% FBS, 2 mM l-glutamine, 100 IU/mL penicillin, 100 μg/mL streptomycin, and 2.5 μg/mL amphotericin B^22^. Cells were maintained at 37 °C in a saturating humidity atmosphere containing 95% air and 5% CO_2_. To study the effect of Cer on cell differentiation and exosome release, Cer was added to the culture medium at the 100 nmol/L concentration corresponding to the amount of Cer present in exosomes released under vitamin D3 treatment, as previously reported^23^. To investigate the effect of exosomes released under Cer treatment on cell differentiation, exosomes were added to the culture medium with increasing concentration of exosomes (protein concentration from 200 to 300 µg/10^6^ cells), considering that 1 × 10^6^ cells were able to release exosomes corresponding to 250 µg protein.

### Cell morphology

HN9.10e cells were cultured as above reported for 72 h and 96 h in absence or presence of 100 nM Cer. The observations were performed by using inverted microscopy EUROMEX FE 2935 (ED Amhem, Netherlands) equipped with a CMEX 5000 camera system (40 × magnification) and the morphometric analysis was performed by using ImageFocus software (EUROMEX, Arnhem, The Netherlands).

### Exosome isolation

Exosomes released in the culture medium from untreated HN9.10e cells (control sample) and Cer-treated HN9.10e cells (experimental sample) were isolated after 48 h of treatment. The supernatant was centrifuged at 2000×*g* × 30 min and filtered with 0.22 µm filter unit (MILLEX-GS from Millipore, Molsheim, France), in order to remove larger extracellular vesicles and apoptotic bodies, and concentrated with Pierce™ Protein Concentrators PES, 100 K MWCO from Thermo Scientific™. Then, the retained in the filter was used to isolate exosomes with “total exosome isolation” kit from Invitrogen-Thermo Fisher Scientific (Waltham, MA, USA) by following the instructions of the company.

### Electrophoresis and Western Blot analysis

Total protein concentration and protein expression analysis were performed as previously reported^22^. Briefly, 60 µg of protein were loaded on SDS–PAGE using 10% running gel. The transfer of protein was carried out onto nitrocellulose in 75 min^16^. The membranes were blocked for 60 min with 5% non-fat dry milk in PBS (pH 7.4) and incubated overnight at 4 °C with specific antibodies. The blots were treated with horseradish-conjugated secondary antibodies for 60 min. Band detection was performed using enhanced chemiluminescence kit from Amersham Pharmacia Biotech (Rainham, Essex, UK). A densitometric analysis was performed by Chemidoc Imagequant LAS500–Ge Healthcare-Life Science (Milano, Italy). Original WB images were reported as supplemental files (original WB cells and original WB exosomes). The tested antibodies were previously published in the same cell type^23,52^.

### Immunocytochemistry

HN9.10e were cultured for 48 h for immunocytochemical analysis. The cells were centrifuged at 1000×*g* for 10 min and the pellets were fixed in 10% neutral phosphate-buffered formaldehyde solution for 24 h. Then, the cytoinclusion technique by the Cellient® Automated Cell Block System (Hologic, Mississauga, ON, Canada) that rapidly creates a paraffin embedded cell block was used^53^. Bond Dewax solution was used to remove paraffin from sections before rehydration and immunostaining on the Bond automated system (Leica Biosystems Newcastle, Ltd., United Kingdom) as previously reported^53^. Immunostaining for neurofilament heavy protein (NF200) detection was performed by using specific antibody and Bond Polymer Refine Detection—Leica Biosystems (Newcastle, Ltd., United Kingdom). The observations were performed by using inverted microscopy EUROMEX FE 2935 (ED Amhem, Netherlands) equipped with a CMEX 5000 camera system (100 × magnification). The intensity of immunostaining was evaluated, as previously reported^49^.

### Immunofluorescence

Exosomes (125 µg in 200 µL) were set down on slides by centrifugation to 200 rpm on Shandon CytoSpin II Cytocentrifuge (Gmi, Inc. USA), immunolabelled with anti-CD9 and CD-63 primary antibodies diluted 1:40 for 1 h, washed and incubated with TRITC-conjugated anti rabbit IgG for 1 h. Diamidino-2-phenylindole (DAPI) was used to highlight nuclear material. Fluorescent analysis was performed on a DMRB Leika epi-fluorescent microscope equipped with a digital camera. Images were microscopically evaluated at 100 × magnification with immersion oil (DMRB Leika epi-fluorescent microscope equipped with a digital camera*)* and magnified with Photoshop program.

Cells cultured in the presence of exosomes were treated and incubated as previously reported^23^. Briefly, cells were incubated with anti-CD9, CD63, anti-GFAP or anti-tubulin III primary antibodies diluted 1:100 in 3% (*w/v*) BSA in PBS for 1 h, washed three times in 0.1% (*v/v*) Tween-20 in PBS and twice in PBS, incubated with tetramethylrhodamine isothiocyanate (TRITC)-conjugated anti-rabbit IgG for 1 h, diluted 1:50 in 3% (*w/v*) BSA in PBS and washed as above**.** The 4′,6-diamidino-2-phenylindole (DAPI) nuclear counterstain was used^54^. The samples were mounted in 80% (*w/v*) glycerol, containing 0.02% (*w/v*) NaN_3_ and *p*-phenylenediamine (1 mg/mL) in PBS to prevent fluorescence fading. The antibody incubations were done in a humid chamber at room temperature. Fluorescent analysis was performed on a DMRB Leika epi-fluorescent microscope equipped with a digital camera. The intensity of immunofluorescence was evaluated with Scion Image^55^.

### Ultrafast liquid chromatography–tandem mass spectrometry

Lipid extraction and analysis was performed as previously reported^2^. The pellets of the cells were suspended in Tris 10 mM, pH 7.4, and diluted with 1 mL methanol. Three milliliters of ultra-pure water and 3 mL methyl tert-butyl ether (MTBE) were added. Each sample was vortexed for 1 min and centrifuged at 3000×*g* for 5 min. The supernatant was recovered. The extraction with MTBE was repeated on the pellet and the supernatant was added to the first. The organic phase was dried under nitrogen flow and resuspended in 500 μL of methanol. The: 12:0 SM, 16:0 SM, 18:1 SM, 24:0 SM, sphingosine-1-phosphate, C18:0 sphinganine, C6:0 Cer, C8:0 Cer, C16:0 Cer, C18:0 Cer, C20:0 Cer, C24:0 Cer. C12:0 dihydroCer, arachidonoylglycerol (2AG), C16:0 glucosylceramide (GluCer) standards were dissolved in chloroform/methanol (9:1 vol/vol) at 10 μg/mL final concentration. The stock solutions were stored at − 20 °C. Working calibrators were prepared by diluting stock solutions with methanol to 500:1, 250:1, 100:1, and 50:1 ng/mL final concentrations. Twenty microliters of external standards or lipids extracted from serum with C12:0 SM and C8:0 Cer as internal standards diluted to 500 ng/mL (10 ng/mL final concentration) were injected after purification with specific nylon filters (0.2 μm). The analyses were carried out by using the Ultra Performance Liquid Chromatography system tandem mass spectrometer (Applied Biosystems, Italy). The lipid species were separated, identified, and analyzed as previously reported^23^. Liquid Chromatography system was Shimadzu Prominence UFLC, the pump was Shimadzu LC-20 AD, the detector was API 3200 linear triple quadrupole MS/MS, the injection valve was Valco valve, the autosampler was Schimadzu SR-20 AC HT, the column temperature stabilizer was Schimadzu CTO-20A. The samples were separated on a Phenomenex Kinetex phenyl-hexyl 100 A column (50 × 4.60-mm diameter, 2.6-μm particle diameter) with a precolumn security guard Phenomenex ULTRA phenyl-hexyl 4.6. Column temperature was set at 50 °C and the flow rate at 0.9 mL/min. Solvent A was 1% formic acid; solvent B was 100% isopropanol containing 0.1% formic acid. The run was performed for 3 min in 50% solvent B and then in a gradient to reach 100% solvent B in 5 min. The system needed to be reconditioned for 5 min with 50% solvent B before the next injection. The lipid species were identified by using positive turbo-ion spray (ESI) and modality multipole-reaction monitoring. Ion spray voltage was 5.4 kV, gas 1 was air, gas 2 was nitrogen, temperature was 650 °C, and the flow rate curtain gas was 40.5 L/h. The flow of the collision gas was maintained at 5.0 L/h. Data were acquired and processed using AnalystTM and Analyst 1.5 software in a Dell Precision T3400 personal computer with a Samsung ML-2851 MD graphical printer, as previously reported^23^.

### miRNA-seq

The exosomes-containing pellet was resuspended in 200ul of PBS buffer, quantified using the Exosome Quantitation Kit (System Biosciences) and stored at − 80 °C until use. Total RNA was extracted from 5 × 10^10^ exosomes using *mir*Vana miRNA Isolation kit (Life Technologies) and miRNA concentration was determined by Qubit microRNA assay kit (Invitrogen).miRNA expression profiling was performed with 15 ng of total RNA from exosomes released from HN9.10e cells under Cer treatment and from exosomes released from untreated HN9.10e cells as negative control. The experiment was performed in triplicates. RNA samples were quantified and quality tested by Agilent 2100 Bioanalyzer RNA assay (Agilent technologies, Santa Clara, CA) or Caliper (PerkinElmer, Waltham, MA). Sequencing libraries were prepared based on the QIAseq miRNA library kit (QIAGEN, Hilden, Germany), following the manufacturer’s instructions. Final libraries were checked with both Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) and Agilent Bioanalyzer DNA assay or Caliper (PerkinElmer, Waltham, MA). Quantified libraries were mixed at an equimolar ratio and sequenced on single-end 150 bp mode on NovaSeq 6000 (Illumina, San Diego, CA).

Raw sequencing data was processed for both format conversion and de-multiplexing using the Bcl2Fastq 2.20 version of the Illumina pipeline (https://support.illumina.com). The FastQC tool (ver 0.11.6) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to evaluate fastq files quality and the output was summarized with multiQC (ver1.4)^56^. Reads had very good quality and no correction was required. Cutadapt (ver 1.15)^57^ was used to remove adapter (AACTGTAGGCACCATCAAT (3′adapter)), primer (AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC (partial RT and index primer)) and other types of unwanted sequences from the fastq files, applying the following parameters: -b AACTGTAGGCACCATCAAT-b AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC-O 10-n 2-m 15. Alignment of reads was conducted with STAR (v2.5.3a)^58^, using the mouse genome assembly GRCm38 (mm10) with reference annotation; reads were assigned to a miRNA based on GENCODE annotations and via the STAR function “quantMode TranscriptomeSAM GeneCounts”. Differential expression (DE) analysis was performed using gene raw counts, within the R/Bioconductor DESeq2 package^59^; we estimated the dispersion parameter for each library using the biological group dispersion; abs(log2(fold change)) ≥ 0.6 (i.e. abs(FC) ≥ 1.5) was considered for differentially regulated genes; we adjusted the P value for multiple testing using the Benjamini–Hochberg correction with a false discovery rate (FDR) ≤ 0.05.

### miRNA targets definition and functional characterization

DE-miRNA murine validated targets were retrieved through the DIANA-MirPath v.3 web server^60^ Functional enrichment analysis was performed by querying the KEGG and Gene Ontology—Biological Process databases (p ≤ 0.05), applying the “genes union” and “pathways union” methods^61^. Additional information on selected DE-miRNA targets was retrieved.

### ClueGO functional enrichment analysis

The functional enrichment analysis of mmu-let-7b-5p selected target genes was performed using the Cytoscape^62^ app ClueGO^63^. Queried datasets: KEGG (update: May 13, 2021), GO_BiologicalProcess (update: May 13, 2021); Statistical Test Used: Enrichment/Depletion (Two-sided hypergeometric test); Correction Method Used: Benjamini-Hochberg; pvalue cutoff: 0.05; Min GO Level = 4; Max GO Level = 8; Min. Number of Genes = 5, Min Percentage = 4.0 (reduced target list); Min. Number of Genes = 100, Min Percentage = 6.0 (whole target list).

### Statistical analysis

Data were expressed as means ± SD of three independent experiments and significance was verified by Student’s *t*-test (experimental samples versus control sample).

## Supplementary Information

Supplementary Legends.

Supplementary Table S1.

Supplementary Figure S1.

Supplementary Figure S2.

Supplementary Figure S3.

Supplementary Information 6.

Supplementary Information 7.

## Data Availability

The datasets generated and/or analysed during the current study are available in the NCBI GEO repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE228052. Enter token qledumsytdkdbqt into the box.

# Supplementary material for: Ceramide releases exosomes with a specific miRNA signature for cell differentiation
**Source:** Sci Rep. 2023 Jul 7;13:10993. doi: 10.1038/s41598-023-38011-1
**Supplement:** Supplementary file 1 — Supplementary Legends.

**Table S1**. **Differentially expressed exosomal miRNAs in HN9.10 cells treated with ceramide**. miRNA-seq identified thirty-eight miRNAs that were either up-regulated (n=10, orange) or down-regulated (n=28, blue) in a statistically significant way in the exosomes of HN9.10 cells treated with ceramide, compared to controls (abs(logFC) ≥ 0.6, q-value ≤ 0.05). For each transcript, the fold-change in logarithmic scale, the significance (pvalue) and the corrected pvalue (qvalue) are shown.

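Table S1 gives, for each miRNA gene, DESeq2's log2 fold change, its Wald p-value and the p-value after Benjamini-Hochberg adjustment. The adjustment runs over the rows that DESeq2's independent filtering keeps. A DESeq2 fit to the deposited counts with its default target of 0.1 for that filtering adjusted over 412 rows. It called 38 rows, 10 higher and 28 lower, the same 38 rows as the table, and its log2 fold changes differed from the paper's by at most 0.0048. With a target of 0.05, an alternative chosen after seeing the data, the adjustment ran over 275 rows and 41 rows were called, 37 of them in the table. The default was kept after the outcomes of both targets had been seen. The edgeR log2 fold changes of the 38 miRNAs differed from the paper's by at most 0.04. Of the 38, 36 had an adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The rows mir-328 and mir-330 did not reach it, and let-7b did but lay under the fold threshold.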

**Figure S1. Principal component analysis (PCA) performed on the expression profiles of the exosomes released from ceramide-treated and control HN9.10e cells**. The two first principal components are plotted, explaining together 82% of the observed variance, and each experimental condition is highlighted by a different color. The samples form two separate and homogeneous clusters, confirming that the two experimental conditions represent distinct cell populations. The plot was generated using the DESeq2 R package (v.1.38.3)

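A principal component analysis of DESeq2's variance stabilized counts, over all 1058 rows with a count, put 45.2% of the variance on the first component and 26.1% on the second, together 71.3%. The same analysis gave 75.1% on the 500 most variable rows and 83.8% on the rows kept by filterByExpr. With log2 CPM it gave 65.3%. DESeq2's regularized log, a transformation chosen after seeing the data, gave 82.0%, and removal of the replicate effect, also chosen after seeing the data, gave 87.4%. With one library left out in turn, the sum lay between 71.4% and 79.3%.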

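On the first component of the variance stabilized counts, control replicates 1, 2 and 3 had scores of -6.41, -4.60 and -0.46, and ceramide replicates 1, 2 and 3 had scores of -0.24, 3.91 and 7.81. All 3 control scores thus lay below all 3 ceramide scores. Control replicate 3 and ceramide replicate 1 lay next to each other on this component. They were apart on the second component, at 4.16 and -7.42. When the libraries were clustered into 2 groups by Euclidean distance and complete agglomeration over all rows with a count, ceramide replicate 1 joined the 3 controls. This clustering uses all rows of a form of the data rather than the 2 plotted components. It parted the conditions in none of the 6 forms tried, and all of them leave the pairing by replicate number out. In 5 of them, among them the regularized log (chosen after seeing the data) and the rows kept by filterByExpr, the grouping was the same. With log2 CPM, ceramide replicate 1 joined control replicates 1 and 2, and control replicate 3 joined the other ceramide libraries. With the replicate effect removed from the variance stabilized counts and the condition kept, a setting chosen after seeing the data, the same clustering parted the 3 control from the 3 ceramide libraries. This removal sets the 2 libraries of a pair opposite each other, which favours the 4 splits that part every pair. The conditions are 1 of these 4, so the result is weak evidence. Ceramide replicate 1 also had the lowest total count of the 6 libraries.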

**Figure S2. Functional enrichment analysis of differentially expressed miRNAs.** Heatmaps showing the association of up-regulated (**A, C**) and down-regulated (**B, D**) miRNAs with “Gene Ontology-Biological Process” terms (“Categories Union” method), and with “KEGG Pathways” (“Pathways Union” method). The significance of each association is described by the color key. The heatmap was generated using the DIANA-MirPath v.3 web server (last accessed July 22, 2022).

**Figure S3. Effect of exosomes released upon ceramide treatment on cell differentiation.** Ceramide acts on embryonic HN9.10e cells by stimulating the release of exosomes overexpressing miRNA that regulate genes for cell differentiation. As a consequence, neighboring cells change their soma shape and neurites appear, acquiring a mature cell phenotype.

# Supplementary material for: Ceramide releases exosomes with a specific miRNA signature for cell differentiation
**Source:** Sci Rep. 2023 Jul 7;13:10993. doi: 10.1038/s41598-023-38011-1
**Supplement:** Supplementary file 2 — Supplementary Table S1.

| **ENSMUSG** | **log2FoldChange** | **pvalue** | **qvalue** | **mirbase_id** |
| --- | --- | --- | --- | --- |
| ENSMUSG00000098606 | 1,52 | 8,49E-04 | 8,13E-03 | mmu-mir-6903 |
| ENSMUSG00000093296 | 1,00 | 2,49E-03 | 2,08E-02 | mmu-mir-3102 |
| ENSMUSG00000065543 | 0,86 | 5,01E-04 | 5,29E-03 | mmu-mir-330 |
| ENSMUSG00000093232 | 0,70 | 5,74E-06 | 1,39E-04 | Gm24111-201 (let-7 skeleton) |
| ENSMUSG00000065602 | 0,67 | 1,86E-05 | 3,19E-04 | mmu-let-7f-2 |
| ENSMUSG00000065557 | 0,67 | 6,82E-06 | 1,41E-04 | mmu-let-7c-1 |
| ENSMUSG00000065608 | 0,67 | 6,40E-06 | 1,40E-04 | mmu-let-7c-2 |
| ENSMUSG00000092799 | 0,65 | 1,62E-05 | 3,03E-04 | Gm25927 |
| ENSMUSG00000065421 | 0,63 | 1,83E-05 | 3,19E-04 | mmu-let-7a-1 |
| ENSMUSG00000065564 | 0,61 | 3,13E-05 | 4,61E-04 | mmu-let-7b |
| ENSMUSG00000093026 | -0,60 | 2,90E-04 | 3,15E-03 | Gm25301 (mir-378 skeleton) |
| ENSMUSG00000065601 | -0,64 | 1,44E-04 | 1,86E-03 | mmu-mir-146a |
| ENSMUSG00000065437 | -0,64 | 4,40E-06 | 1,13E-04 | mmu-mir-30d |
| ENSMUSG00000065613 | -0,66 | 1,32E-03 | 1,18E-02 | mmu-mir-92a-2 |
| ENSMUSG00000065529 | -0,66 | 2,80E-05 | 4,43E-04 | mmu-mir-22 |
| ENSMUSG00000093011 | -0,67 | 7,00E-04 | 6,86E-03 | mmu-mir-100 |
| ENSMUSG00000065600 | -0,70 | 1,51E-03 | 1,32E-02 | mmu-mir-338 |
| ENSMUSG00000065479 | -0,71 | 9,39E-06 | 1,84E-04 | mmu-mir-125a |
| ENSMUSG00000095292 | -0,73 | 3,24E-06 | 8,89E-05 | Mir344d-3 |
| ENSMUSG00000065414 | -0,74 | 2,01E-06 | 6,67E-05 | mmu-mir-138-1 |
| ENSMUSG00000092847 | -0,75 | 2,22E-06 | 6,67E-05 | mmu-mir-344d-1 |
| ENSMUSG00000095010 | -0,75 | 2,27E-06 | 6,67E-05 | Gm23490 (mir-344 skeleton) |
| ENSMUSG00000096893 | -0,75 | 2,27E-06 | 6,67E-05 | Mir344d-2 |
| ENSMUSG00000096076 | -0,75 | 2,19E-06 | 6,67E-05 | Gm23962 (mir-344 skeleton) |
| ENSMUSG00000065441 | -0,76 | 2,80E-05 | 4,43E-04 | mmu-mir-128-2 |
| ENSMUSG00000070130 | -0,76 | 2,48E-04 | 2,76E-03 | mmu-mir-328 |
| ENSMUSG00000065492 | -0,78 | 1,46E-07 | 7,54E-06 | mmu-mir-34b |
| ENSMUSG00000065410 | -0,85 | 1,70E-07 | 7,76E-06 | mmu-mir-298 |
| ENSMUSG00000065510 | -0,93 | 9,64E-11 | 6,62E-09 | mmu-mir-361 |
| ENSMUSG00000065530 | -0,94 | 5,24E-05 | 7,45E-04 | mmu-mir-99a |
| ENSMUSG00000065471 | -0,95 | 9,00E-08 | 5,30E-06 | mmu-mir-222 |
| ENSMUSG00000099036 | -1,03 | 1,23E-04 | 1,64E-03 | mmu-mir-378c |
| ENSMUSG00000078002 | -1,14 | 1,23E-11 | 1,01E-09 | mmu-mir-880 |
| ENSMUSG00000065422 | -1,18 | 1,28E-12 | 1,71E-10 | mmu-mir-221 |
| ENSMUSG00000070108 | -1,26 | 6,47E-06 | 1,40E-04 | mmu-mir-500 |
| ENSMUSG00000076256 | -1,35 | 4,11E-13 | 8,46E-11 | mmu-mir-19b-1 |
| ENSMUSG00000065473 | -1,35 | 3,57E-13 | 8,46E-11 | mmu-mir-19b-2 |
| ENSMUSG00000065416 | -1,36 | 1,66E-12 | 1,71E-10 | mmu-mir-19a |

# Supplementary material for: Ceramide releases exosomes with a specific miRNA signature for cell differentiation
**Source:** Sci Rep. 2023 Jul 7;13:10993. doi: 10.1038/s41598-023-38011-1
**Supplement:** Supplementary file 6 — Supplementary Information 6.

**Neutral sphingomyelinase**  
**Abcam ab131330**

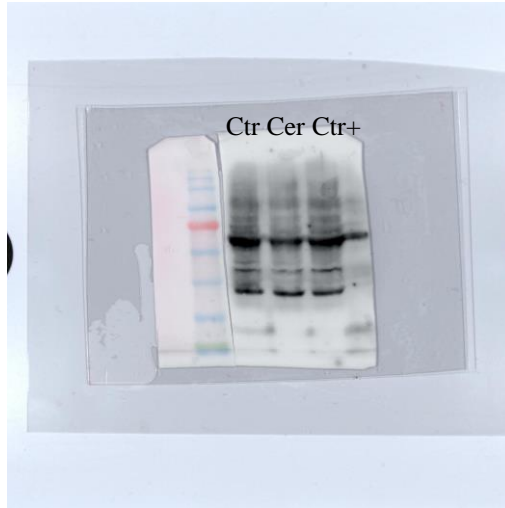

**Neutral Ceramidase**  
**Abcam ab252990**

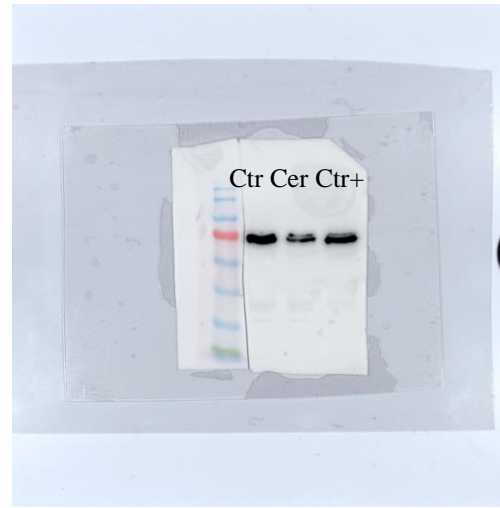

**$\beta$  Tubulina**  
**abcam 131205**

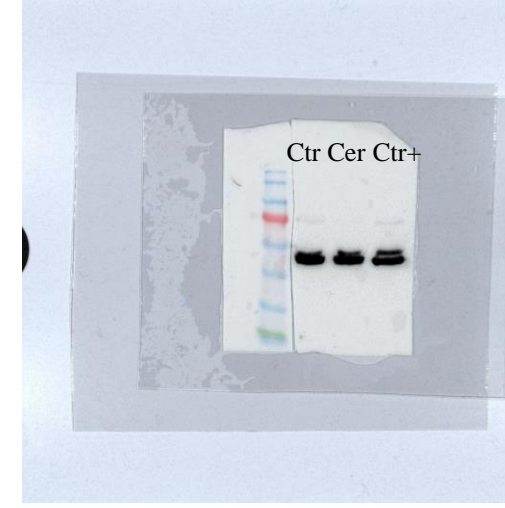

Original western blotting of the cells. The tested antibodies were previously published in the same cell type<sup>23,48</sup>. Ctr, control sample; Cer, ceramide treated sample; Ctr+, HaCaT cells used as positive control<sup>58</sup>

# Supplementary material for: Ceramide releases exosomes with a specific miRNA signature for cell differentiation
**Source:** Sci Rep. 2023 Jul 7;13:10993. doi: 10.1038/s41598-023-38011-1
**Supplement:** Supplementary file 7 — Supplementary Information 7.

**Neutral sphingomyelinase**  
**Abcam (ab131330)**

Ctr Cer

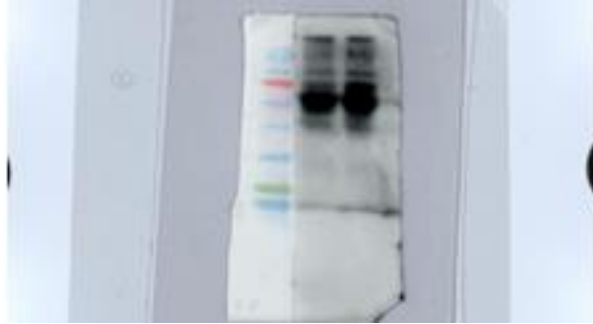

**CD63**  
**Biorbyt (orb11317)**

Ctr Cer

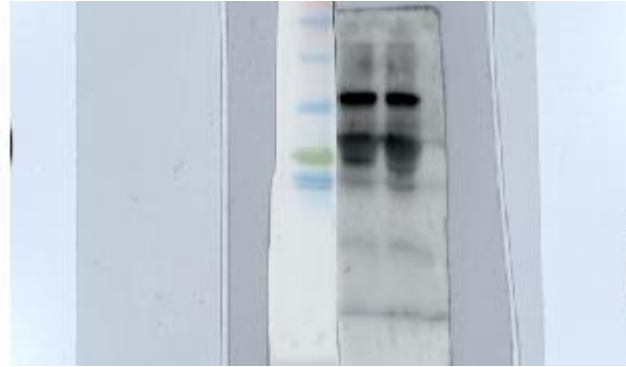

**CD9**  
**Biorbyt (orb235075)**

Ctr Cer

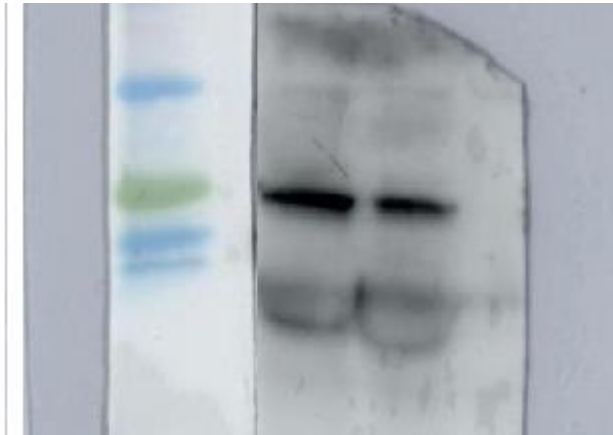

**Neutral ceramidase**  
**Abcam (ab252990)**

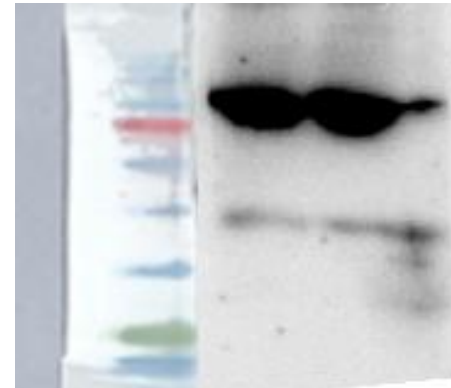

Original western blotting of the exosomes. The tested antibodies were previously published in the same cell type<sup>23,48</sup>. Ctr, control sample; Cer, ceramide treated sample.

How the deposited data were processed for this re-analysis (not part of the article)

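The data are small RNA sequencing counts of exosomes released by HN9.10e mouse embryonic hippocampal cells, from 3 libraries of control cells and 3 of cells treated with 100 nM ceramide for 48 h. The authors demultiplexed the reads with bcl2fastq, removed adapters and primers with Cutadapt and aligned the reads to GRCm38 with STAR. They assigned them to miRNA genes of GENCODE with STAR's GeneCounts mode and deposited the raw count of each gene in each library. The paper's text does not name the GENCODE release, the use of strand, the handling of reads that align to several places or the use of the molecular identifiers of the kit. Each row of the count table is a hairpin gene. Of its 1973 rows, 1894 matched GENCODE M21, which gave names and GRCm38 coordinates, and the 79 others held at most 97 counts each.

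Conditions and replicate numbers came from the labels of the samples and from the paper. The paper describes 3 independent experiments in general, and it does not say that a number marks a shared experiment. The numbers were checked on the data, by correlating across rows the deviations of libraries from their group means. Libraries with the same number had correlations of 0.59, 0.43 and 0.75 for replicates 1, 2 and 3, so the numbers were treated as pairing the libraries. Libraries with different numbers had correlations between -0.59 and 0.10. The main fit, set before the data were examined, has no replicate block, and results that the block changes are given with both values.

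The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the deposited counts, with TMM normalization, rows kept by filterByExpr (418 rows), condition as the only term and all 6 libraries. A row was called where the Benjamini-Hochberg adjusted p was at most 0.05 and the absolute log2 fold change at least 0.6, the paper's thresholds. DESeq2 1.42.0, the paper's tool, and limma-voom (limma 3.58.1) were alternatives. Among the normalizations, edgeR's RLE factors were computed on the rows kept, so they differ from the size factors of the DESeq2 fit. Standard errors of log2 fold changes come from edgeR's F statistic. Distances and principal components used DESeq2's variance stabilized counts of the rows with a count. Sets of miRNAs were tested with limma's fry on log2 CPM with a prior count of 2, with Benjamini-Hochberg adjustment over 4 lists written before the data were examined. The lists were the let-7 family, miRNAs of serum and blood, neuronal miRNAs and the miR-17-92 cluster with its paralogs. Single values were compared with exact permutation tests, which for 3 libraries against 3 cannot give a two-sided p under 0.1.

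By the rule for naming miRNAs, the alternatives were computed for every miRNA that the paper's text or Table S1 names and for the 3 rows with the most counts. From outside Table S1 the rule adds the 5 with the largest absolute log2 fold change among the called rows whose groups do not overlap. The passages name a part of the miRNAs of Table S1. This rule and most alternatives were set before the data were examined. The alternatives were other normalizations, other tools and filters, the replicate block, sequencing lane as a term, merging of near-identical rows, other fold thresholds and leaving out each library in turn. For a single miRNA, the alternatives counted in the text all keep the fold threshold of 0.6. With the lane as a term, the ceramide effect rests on the pair of libraries labelled lane 1, and 2 residual degrees of freedom remain. Those added after seeing the data were DESeq2's target of 0.05, a fold threshold of 1.5, joining rows that share 18 bases, the regularized log and removal of the replicate effect for distances, components and clusters. The tests of GC content and depth with the replicate block were also added then. The paper's text does not name DESeq2's target for independent filtering. The default of 0.1 and the target of 0.05 were computed together, and the default was kept as the alternative set in advance after both outcomes had been seen. The spreads against which changes of the distance ratio and of the variance on 2 components were judged were set after the values had been seen.

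The total counts of 800810 to 2760015 per library limit which rows can be tested. Because the handling of molecular identifiers is not known, counting error may be larger than the counts imply.

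The procedure was tested on simulated counts drawn from the means and library sizes of the 418 rows, with 200 rows changed. Each changed row was raised or lowered by a log2 fold change of 1, in equal numbers, and rows were drawn independently. The edgeR test called 176 of the 200 (88%) and 2 unchanged rows, and DESeq2 called 151 of the 200. A list of 12 raised rows gave a fry p of 5.3e-05 and a list of 12 unchanged rows one of 0.436. Target genes and enrichment analyses of the paper were not repeated here.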

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

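The tests of GC content and depth in the fit with the replicate block were chosen after their outcome without the block had been seen. Signals outside the miRNAs of Table S1 were looked for in the fit over all rows.

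The edgeR test called 13 rows that Table S1 does not list, 5 of them higher and 8 lower in ceramide. All 5 higher rows, Mir1933, Mir5100, Gm22678, Mir3572 and Mir8091, had under 100 counts in every library, as had 9 of the 13. Mir8091 and the rows below that are outside the rule for naming were chosen after their values were seen. The largest change was that of Gm22678, in an intron of Sfmbt2 on chromosome 2, with 5.22 ± 2.96 CPM in control and 14.8 ± 3.87 CPM in ceramide exosomes (SD, n = 3 each). Its log2 fold change was 1.49 (adjusted p = 0.041 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost in 8 of the 16 alternatives that gave it a value. Mir1933, in an intron of Ugp2, rose by a log2 fold change of 1.16 (adjusted p = 0.0049) and lost the call in 2 of 17 alternatives. Mir5100 (0.94) lost it in 10 of 17 and Mir3572 (0.89) in 11 of 17. Gm23873, which shares 18 bases with mir-344d of Table S1, had a log2 fold change of -1.02 and lost the call in 2 of 16. The most abundant of the 13 was Mir25, with 183691 counts and a log2 fold change of -0.62 (adjusted p = 0.0026), larger than the spread between replicates. In the DESeq2 fit its adjusted p was 0.00046, and its log2 fold change, -0.5997, fell just short of the fold threshold. Mir25 was called in 12 of 20 settings, the fit with 48 calls among them. It fell under 0.6 with edgeR's RLE factors (-0.55), upper-quartile factors (-0.56) and the lane term (-0.59), among others. The 12 others had DESeq2 adjusted p-values above 0.05. With the replicate block all 13 were called.

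Of the technical explanations, GC content of the hairpin and depth account poorly for the called rows as a whole. GC content of the mature miRNAs was not tested. After a correction for the GC content of the hairpin in each library, 45 of the 48 called rows held the call in the fit with the replicate block, and 44 did without it. After all libraries were thinned to 800810 counts, 39 of the 48 kept the sign and a log2 fold change of at least 0.6 in the fit with the block. Only 1 of the 10 splits of the 6 libraries, the real one, gave 48 calls. The 9 other splits gave 0 calls, with 0 to 72 rows at an unadjusted p under 0.05 against 153 in the real split. The 3 other splits that also part all 3 pairs had at most 4 such rows, and the remaining 6 keep a pair on one side. With 10 splits, the share cannot fall under 0.1. The sequencing run stays open. Of 33 rows called from replicates 2 and 3 alone, 31 (93.9%) had the same sign between the libraries labelled lane 1, where 49.8% of all tested rows were higher in ceramide. This argues against an effect of the lane number. By their labels, control replicate 1, ceramide replicate 1 and ceramide replicate 2 came from 3 different sample sheets, so a run effect would have to be shared by more than 1 ceramide sheet. No sheet is known to hold both conditions, so a difference between runs cannot be told apart from the treatment. An effect of ceramide on these 13 miRNAs remains a hypothesis.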

How the results depend on the processing

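All values here are counts of called rows or adjusted p-values under alternatives to the fit with 48 calls (13 higher, 35 lower). The cause was not tested where none is named.

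The replicate block gave 87 calls (38 higher), all 48 among them, and it changed no other call than those of mir-330 and mir-328, which it gained among the named miRNAs. The set tests kept their side of 0.05 with the block. The sequencing lane as a term gave 29 calls (8 higher, 21 lower), with 22 of the 48 among them and 2 residual degrees of freedom. With no fold threshold there were 83 calls (30 higher, 53 lower), with a log2 fold change threshold of 1 there were 11 (3 higher, 8 lower), and glmTreat against a fold of 1.5 gave 8 (0 higher, 8 lower). In the glmTreat test 7 higher rows had an unadjusted p under 0.05. These counts follow from the thresholds. Counting rows that share 18 bases once, chosen after seeing the data, gave 25 calls (3 higher, 22 lower), over 319 rows.

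The number of higher rows followed the normalization, with 21 for edgeR's RLE factors, 23 for upper-quartile factors and 4 for library size alone. The share of higher rows was 27.1% with TMM, 44.7%, 45.1% and 8.70% with these. The median log2 fold change of all rows was -0.01 with TMM, 0.07, 0.06 and -0.09. Testing every row with a count gave 5 higher rows, over 1058 rows.

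Across the 6 fits that each left out one library, the calls ranged from 28 to 55, the higher rows from 3 to 14 and the lower rows from 25 to 41, and 27 to 40 of the 48 rows were called in each. The 28 calls and 3 higher rows came without control replicate 1, and 7 higher rows without ceramide replicate 2. Other alternatives moved the 3 counts by no more than 1.5 times.

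The ratio of distances between and within groups was 1.40 on rows kept by filterByExpr, and from 1.13 to 1.35 with a library left out. With the replicate block, chosen for this ratio after seeing the data, it was 1.80. Where control replicate 1 or control replicate 2 was left out, and with log2 CPM, a second split was as large as the real one. The difference in let-7 share was 7.39 points with near-identical rows merged and 8.00 points without mir-16, the most abundant other miRNA. Both settings take counts only from rows outside let-7, which raises the let-7 share by construction. The merging rule left let-7c-1 and let-7c-2 apart, since they differed by up to 5.55%. The difference in share was 5.86 to 6.60 points with a library left out.

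The let-7 set test lost significance under one alternative, camera with an estimated correlation (adjusted p = 0.378). The neuronal set test (0.00947, lower) lost it with camera at 0.01 (0.517), camera with an estimated correlation (0.889) and edgeR's RLE factors (0.144). The miR-17-92 set test (0.00796, lower) lost it with camera at 0.01 (0.913), an estimated correlation (0.913) and near-identical rows merged (0.0602). The serum and blood set test (0.583, higher) turned lower with library size alone (0.610) and without ceramide replicate 1 (0.124). With a library left out, the adjusted p ranged from 0.0157 to 0.0358 for let-7, from 0.0277 to 0.0896 for neuronal, from 0.000238 to 0.0747 for miR-17-92 and from 0.124 to 0.949 for serum and blood miRNAs. The losses came without control replicate 1 (0.0896 neuronal, 0.0732 miR-17-92) and without control replicate 2 (0.0747 for both).

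The 45 named miRNAs kept their sign in all of 820 comparisons with an alternative that kept the fold threshold of 0.6. Calls changed in part of these, with 102 weaker and 18 stronger. Of the 40 called, 23 held the call in each fit with a library left out. No value could be given for a row that was merged into another, filtered out or given no adjusted p by DESeq2.

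Depth limits the rows that can be tested, since filterByExpr kept 418 of the 1058 rows with a count. Whether depth or differences between libraries limit the calls of single rows was not tested.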

Differences from the paper's values

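None of the 38 log2 fold changes of Table S1 differed from the paper's by more than the standard error, and the numbers of called miRNAs and the variance on 2 components lay within 1.5 times the paper's. The edgeR fit gave 48 calls, 13 higher and 35 lower, against the paper's 38, 10 and 28. DESeq2 gave 38, 10 and 28 with its default target for independent filtering, which was kept after the outcomes of both targets had been seen. Among the alternatives set before the data were examined, upper-quartile factors gave 28 lower rows with 23 higher. The first 2 components held 71.3% of the variance on variance stabilized counts against the paper's 82%, a gap larger than the SD of 2.80 points over the fits that each left out one library. The rows kept by filterByExpr gave 83.8% and the fit without control replicate 2 gave 79.3%. The regularized log, which was chosen after seeing the values, gave 82.0%.

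The paper lists let-7b, mir-330 and mir-328 as differentially expressed, and the edgeR fit did not call them. For let-7b the log2 fold change was 0.59 against the paper's 0.61. DESeq2, edgeR's RLE factors, upper-quartile factors and at least 10 counts in every library called it. So did the fits without control replicate 2 or ceramide replicate 3 and the adjusted p with no fold threshold. A fold threshold of 1.5, the form the paper gives beside 0.6, and DESeq2 with a target of 0.05 called it as well, and both were run only after seeing the values. For mir-330 the log2 fold change was 0.83 against the paper's 0.86, with an adjusted p of 0.072 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2, the replicate block, upper-quartile factors and the fit without ceramide replicate 1 called it, as did DESeq2 with a target of 0.05. For mir-328 the log2 fold change was -0.80 against the paper's -0.76, with an adjusted p of 0.059. DESeq2, the replicate block, upper-quartile factors and the fits without control replicate 2 or ceramide replicate 3 called it, as did DESeq2 with a target of 0.05.

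The legend of Fig. S1 describes the samples as forming separate clusters by condition in a plot of 2 components. On the first component computed here, the control scores were at most -0.46 and the ceramide scores at least -0.24, so they did not overlap. Clustering into 2 groups over rows rather than components, by Euclidean distance and complete agglomeration, placed ceramide replicate 1 with controls in each of the 6 forms tried. These forms used all rows with a count, a part of them, or the rows after near-identical ones were merged. With log2 CPM, control replicate 3 also fell with the other ceramide libraries. With the replicate effect removed from the variance stabilized counts, a setting chosen after seeing the values, the 2 groups were the conditions. That removal favours the 4 splits that part every pair, of which the conditions are 1. The paper's text names let-7f-1 among the higher miRNAs. Table S1 lists let-7f-2, which had a log2 fold change of 0.65, and Gm24111, which lies over Mirlet7f-1 on the other strand and had one of 0.68. No row of the count table carries the identifier of Mirlet7f-1.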

Other observations

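The test on rows opposite a miRNA gene, the measures used for neighbouring miRNAs and the summed CPM of serum miRNAs were chosen after the values had been seen. Every test was run on the same data in which the pattern was found.

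The let-7 rows of Table S1, Gm25927 and Gm24111, held 10783 and 20028 counts, although both are predicted genes on the strand opposite to let-7e and let-7f-1. Besides these, 6 rows with Gm names lie opposite a miRNA gene whose identifier has no row. Their median total was 519.5 counts, against 0 counts for the 835 rows with Gm names and no such gene opposite (permutation test, one-sided, p = 1e-05, the smallest that 100000 permutations can give). Gm25641, opposite Mir9-1, held 691 counts, nearly those of Mir9-2 (680) and Mir9-3 (683). The table therefore may hold reads of the sense miRNA on the opposite row, counted without regard to strand. Gm25301, over Mir378a on chromosome 18, and Gm24083, over Mir191 on chromosome 9, are placed in the same way, with 24457 and 40517 counts. Reads that truly come from the antisense strand were not excluded, since the counts do not keep the strand.

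Groups of called rows had almost the same fold change. Of 21 pairs of called rows that share 18 bases, 11 differed by 5% or less in every library, which is consistent with one set of reads counted on several copies. These were the pairs within the 5 rows of mir-344d and the pair of mir-19b. The 10 other pairs differed more, from 5.55% for let-7c-1 and let-7c-2 to 97.9% for Gm23873 and copies of mir-344d, so whole copies of the same reads do not account for them, and partial sharing stays open. Over the whole table, 43 tested rows fell into 19 groups of near-identical rows. The count of 48 called rows comes to 37 groups after joining.

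More rows were called lower than higher. The rise of the let-7 share lowers the share of all other rows, by an expected log2 fold change of -0.11 with library size alone. The median of the rows outside let-7 was -0.10 with library size alone. The excess of lower calls kept its direction under all 4 normalizations. It was small with edgeR's RLE factors (26 lower, 21 higher) and with upper-quartile factors. An effect of the let-7 rise on the balance of higher and lower rows therefore stays open. A biological excess of lower miRNAs was not tested.

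The medium held fetal bovine serum, whose RNA could reach the exosome preparation. The 13 tested rows of serum and blood miRNAs summed to 934 ± 22.9 CPM in control and 944 ± 24.2 CPM in ceramide exosomes (SD, n = 3 each), while the 11 let-7 rows rose by 73584 CPM. Within the serum list the rows went both ways, with mir-122 at 0.39, mir-223 at 0.58, mir-486 at -0.26 and mir-194-1 at -0.54 on the log2 scale. Of the 13, 7 were higher, with a median of 0.04. The test set in advance was this median, and because the rows went both ways it decided nothing. The summed CPM was taken in its place after both had been seen. An adjusted p of at most 0.05 was reached by 1 when adjusted over all rows and by 4 when adjusted over the list alone, and none was called. The sum of 944 CPM argues against serum RNA as the source of the let-7 rise, on the assumption that serum carries these miRNAs in amounts comparable to let-7, whose own level in serum RNA was not measured. The study picked none of the 13, and the cells may express some of them.

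Some neighbouring miRNAs changed in different directions. On chromosome 16, let-7c-1 rose by a log2 fold change of 0.65 and mir-99a, on the same host transcript, had one of -0.96. On chromosome 9, let-7a-2 had 0.57 and mir-100 had -0.69. On chromosome X, Mir20b had 0.55, mir-19b-2 had -1.37 and mir-92a-2 had -0.69. In all, 3 measures were computed in turn, and the last was taken after the outcomes of the first 2 were known. The first, the median absolute difference in log2 fold change, was 0.31 for the 175 pairs of neighbours of different families within 10000 bases on one strand. It was 0.25 for the 69 pairs of one family at other loci and 0.48 for all pairs (permutation tests, one-sided, p = 0.0001 and p = 0.0007). Both kinds of pairs were thus closer than random pairs, as a shared transcript and a shared sequence would each give. The second, the share of pairs that differed by more than the error of the difference allows (normal approximation), was 38.3%, 36.2% and 42.6%. Neither measure separated the explanations. The third was the direction of change. Of the neighbouring pairs, 10 had an adjusted p of at most 0.05 for both members, and 4 of the 10 went in opposite directions. Random pairs did so in 46.7% of cases (permutation test, one-sided, p = 0.44). In these 4 pairs at least one row shares 18 bases with a row at another locus, so they do not measure the local transcript alone. Among neighbours that share 18 bases with no other tested row, a restriction chosen after seeing the values, 0 of 5 such pairs were opposite. This number depended on the normalization. It was 2 of 5 with edgeR's RLE factors, 1 of 4 with upper-quartile factors and 0 of 11 with library size alone. With the replicate block 3 of 31 were opposite, Mir93 with Mir25 and mir-19a with Mir17 and with Mir20a. For the pairs on chromosomes X, 16 and 9, a change of the shared primary transcript therefore stays open. On chromosomes 14 and 5, such a change alone would leave the ratio of 2 miRNAs of one transcript as it was. A further test, also chosen after seeing the values, took every pair of the miR-17-92 list on one transcript whose rows share 18 bases with no other row. On chromosomes 14 and 5, 5 of 9 pairs differed beyond their error, all with mir-19a or Mir25, and in 4 of the 9 the ratio in all ceramide libraries lay apart from that in all control libraries (10% expected by chance). The difference in log2 fold change was 0.86 (standard error 0.10) between Mir93 and Mir25 and 1.88 (standard error 0.22) between Mir17 and mir-19a. These values argue against a change of the shared primary transcript as the whole cause there. On chromosome X, 0 of 6 pairs differed beyond their error. Of 10 pairs of one family at other loci with no shared 18 bases, 0 went in opposite directions (permutation test, one-sided, p = 0.0038). This rests partly on let-7, since without it there were 4 pairs, 0 of them opposite (p = 0.086 from the same permutation test). With the replicate block, 12 of 44 neighbouring pairs and 2 of 40 family pairs were opposite. With the 3 other normalizations, 2 of 14, 5 of 8 and 6 of 9 neighbouring pairs were opposite, and 0 family pairs were. A candidate explanation is that a property of the mature sequence sets the change. Since the measure was chosen last and the pairs are few, it stays open and cannot be told apart from chance in the choice of measure. That property could be selective loading of exosomes under ceramide or a sequence-dependent step of library preparation that differed between runs, and neither was tested.

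Both other sets written in advance gave mixed results. The neuronal list had an adjusted p of 0.00947 with fry, a median log2 fold change of -0.10 and 6 of 17 rows higher. The miR-17-92 list had an adjusted p of 0.00796 with fry, lower as a set, with 9 of 15 rows higher and a median of 0.18. Of its 15 rows, 6 had an adjusted p of at most 0.05 over all rows and 8 when adjusted over the list alone, and the study had picked 4. For the neuronal list both numbers were 3, and the study had picked 2. The most abundant rows outside let-7, Mir16-1 and Mir16-2, differed by at most 0.816% in any library and had log2 fold changes of 0.28 each, under the fold threshold.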
